# Transcriptional Suppression of the NLRP3 Inflammasome and Cytokine Release in Primary Macrophages by Low-Dose Anthracyclines

**DOI:** 10.3390/cells9010079

**Published:** 2019-12-28

**Authors:** Nilay Köse-Vogel, Sven Stengel, Elena Gardey, Tatiana Kirchberger-Tolstik, Philipp A. Reuken, Andreas Stallmach, Tony Bruns

**Keywords:** inflammation, macrophages, innate immunity, innate immune memory, histones, epigenetics

## Abstract

Tissue-resident macrophages play critical roles in controlling homeostasis, tissue repair, and immunity. Inflammatory macrophages can sustain tissue damage and promote the development of fibrosis during infections and sterile tissue injury. The NLRP3 inflammasome and its effector cytokine IL-1β have been identified as important mediators of fibrosis. Epirubicin, an anthracycline topoisomerase II inhibitor, has been reported to inhibit myeloid inflammatory cytokine production and to promote tissue tolerance following bacterial infection. We investigated the anti-inflammatory properties of epirubicin on the NLRP3 inflammasome and TLR4-mediated inflammation in PMA-primed THP-1 and in primary human peritoneal macrophages (PM). Low-dose epirubicin at non-cytotoxic doses downregulated NLRP3 inflammasome components and reduced the release of cleaved caspase-1, bioactive IL-1β, and TNF-α following NLRP3 activation in a dose-dependent fashion. In addition, epirubicin attenuated inflammatory macrophage responses after TLR4 and TLR2 ligation. These anti-inflammatory effects were not mediated by the induction of autophagy or altered MAPK signaling, but as the result of a global transcriptional suppression of LPS-dependent genes. Epirubicin-treated macrophages displayed reduced acetylation of histone 3 lysine 9 (H3K9ac), suggesting anti-inflammatory epigenetic imprinting as one underlying mechanism.

## 1. Introduction

Inflammation is a host response towards destructive stimuli that aims at limiting tissue damage and restoring homeostasis [1]. The inflammatory host response needs to be tightly regulated, as the unrestricted release of inflammatory mediators can lead to pathological fibrosis, impairing normal tissue function and promoting organ failure and death [2]. In addition to their role in promoting wound healing responses and tissue repair [3], organ-resident macrophages have been shown to contribute to the development of organ fibrosis by promoting tissue injury, maintaining pro-fibrotic responses, or blocking resolution pathways [4,5]. Accumulating evidence suggests a critical role of the myeloid inflammasomes as an important driver of organ fibrosis in various pathophysiological and clinical settings [6,7,8].

The inflammasomes are cytoplasmic multiprotein complexes, which mediate the cleavage of caspase-1, leading to the maturation and release of the pro-inflammatory cytokines interleukin (IL)-1β and IL-18 [9]. Among the NLR family, pyrin domain-containing 3 (NLRP3) is characterized best and can be activated by a variety of host- and pathogen-derived stimuli, such as bacterial pore-forming toxins, extracellular ATP, reactive oxygen species (ROS), crystals, and protein aggregates [9]. Recent studies have shown that the activation of the NLRP3 inflammasome in myeloid, epithelial, and mesenchymal cells promotes liver injury and fibrosis [8,10,11]. Although IL-1β is well known to drive pro-fibrotic responses in the liver, lung, and kidneys in experimental models [12,13,14], these data suggest a role of the inflammasome beyond the mere IL-1β release, also implying tumor necrosis factor (TNF) [8]. Therefore, therapeutic strategies that suppress the activation of the NLRP3 inflammasome and the release of IL-1β and TNF-α from inflammatory macrophages may represent a promising strategy to modulate inflammation, organ damage, and fibrosis.

Epirubicin is an anthracycline chemotherapeutic agent, which impedes topoisomerase II-mediated strand relegation, thereby causing double-stranded DNA breaks (DSB) leading to DNA damage and cell death [15]. In light of recent observations that epirubicin mitigates inflammatory cytokine release and organ damage in inflammatory models in vivo and in vitro [16], we investigated anti-inflammatory properties of epirubicin on the NLRP3 inflammasome and TLR4-mediated inflammation in PMA-primed THP-1 and human primary peritoneal macrophages (PM) as an approach to limit myeloid-driven inflammation and fibrosis.

## 2. Materials and Methods

### 2.1. Cell Line and Primary Cells

The human monocytic cell line THP-1 (ACC-16, DSMZ, Braunschweig, Germany) and primary human peritoneal macrophages (PM) were used. PM were isolated from ascitic fluid (AF) from patients with decompensated cirrhosis and ascites in the absence of peritoneal carcinomatosis, peritonitis, and acute pancreatitis. The study conformed to the ethical guidelines of the 1975 Declaration of Helsinki and was approved by the internal review board (Ethics committee of the Jena University Hospital, 3683-02/3). Patients granted written informed consent prior to inclusion.

Mononuclear cells were isolated by using density gradient separation with lympholyte-H (Cedarlane, Burlington, Canada). PM were purified from mononuclear cells by magnetic assisted cell sorting (MACS) using the anti-human CD14 antibody conjugated MicroBeads (Miltenyi Biotec, Bergisch Gladbach, Germany) according to manufacturer’s instructions. Flow cytometry revealed a purity of >95%.

### 2.2. Cell Cultures

Cells were cultivated in RPMI-1640 medium (Biochrom AG, Berlin, Germany) supplemented with 10% fetal bovine serum (FBS; Pan Biotech, Aidenbach, Germany) and 1% L-glutamine-penicillin-streptomycin solution (GPS; Sigma-Aldrich, St. Louis, Missouri, USA). Prior to further stimulation, THP-1 were differentiated with 100 ng/mL phorbol 12-myristate 13-acetate (PMA; Abcam, Cambridge, UK) for 18 h.

Cells were treated with freshly prepared, sterile-filtered epirubicin (Sigma Aldrich) at concentrations between 0.01 to 5 µg/mL for 24 h, unless stated otherwise. After epirubicin treatment, PM and THP-1 were stimulated for 3 h with LPS from *E*.*coli* K12 (InvivoGen, San Diego, CA, USA) at concentrations of 10 or 100 ng/mL, respectively, followed by treatment with freshly prepared 1 mM ATP (InvivoGen, San Diego, CA, USA) for 1 h. For the inhibition of autophagy, 300 nM bafilomycin (Invivogen, San Diego, CA, USA) or 10 mM 3-methyl adenine (3-MA; Invivogen, San Diego, CA, USA) were added to the cells simultaneously with LPS, and maintained until the end of the experiment. For TLR2 ligation, cells were incubated either with 10^8^ cells/mL of heat-killed listeria monocytogenes (HKLM; Invivogen, San Diego, CA, USA) or 100 ng/mL Pam3CSK4 (Invivogen, San Diego, CA, USA) for 4 h.

### 2.3. Enzyme-Linked Immunosorbent Assay (ELISA)

For detection of the released caspase-1 and cytokines IL-1β, TNF, and IL-1RA in cell culture supernatants, ELISA were performed according to the manufacturer’s instructions (caspase-1: R&D systems, Minneapolis, Minnesota, USA; IL-1β, TNF-α, and IL-1RA: Thermo Fisher Scientific, Waltham, MA, USA).

### 2.4. IL-1β Bioactivity Assay

The bioactivity of secreted IL-1β in the cell culture medium was investigated with HEK-Blue IL-1β reporter cell line (Invivogen, San Diego, CA, USA) and subsequent colorimetric assay with Quanti-Blue (Invivogen, San Diego, CA, USA), according to manufacturer’s instructions.

### 2.5. Cytotoxicity Assays

Cytotoxicity was determined by measuring the succinate dehydrogenase activity as a marker of metabolic activity of the cells using tetrazole MTT. THP-1 was incubated with 0.5 ng/mL MTT solution for 30 min, while PM was incubated with 0.5 ng/mL MTT solution for 2 h. MTT was replaced by solubilization buffer (90% isopropanol, 10% Triton-X, 1 drop 5 M HCl) and mixed by pipetting up and down. Absorbance was measured by a plate reader (Infinite M200 Pro, Tecan, Männedorf, Switzerland) at 570 nm. Metabolic activity in percentage (%) was calculated by setting the untreated control cells to 100%.

As lactate dehydrogenase (LDH) release into cell culture medium correlates with cell death, cytotoxicity was assessed by the LDH assay using the Pierce LDH cytotoxicity assay kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Maximum LDH activity of cultured cells was determined by lysing the cells 30 min before the end of the experiment with lysis buffer supplied in the kit. To calculate the % cytotoxicity, LDH activity of untreated control was subtracted from the treated sample LDH activity, divided by the total LDH activity (which is determined by subtracting LDH activity of untreated control from maximum LDH activity), and multiplied by 100.

Early and late apoptosis were quantified using annexin V and 7-aminoactinomycin D (7-AAD) staining protocols according to the manufacturer’s instructions (BD Biosciences, New Jersey, USA) and analyzed by flow cytometry (CytoFlex, Beckman Coulter, Brea, CA, USA). Unstained cells, cells stained with annexin-V alone, and cells stained with 7-AAD alone were used to define cell populations and quadrants. Cells that were both annexin-V and 7-AAD negative were considered as alive, cells that were annexin-V positive and 7-AAD negative were defined as early apoptotic; whereas cells that were both annexin-V and 7-AAD positive were defined as late apoptotic.

### 2.6. FLICA Assay

In order to measure active caspase-1 and subsequent pyroptosis levels, fluorochrome-labeled inhibitors of caspases (FLICA) 660 Caspase-1 assay kit (Immunochemistry Technologies, Bloomington, MN, USA) was used according to company’s recommendations. Briefly, epirubicin- or LPS/ATP-treated cells were detached from the cell culture plate, washed, and incubated in 1:60 diluted FLICA solution for 1 h at 37 °C in 5% CO_2_. Following incubation, the cells were washed with washing buffer. Prior to flow cytometry analysis, 1 μL propidium iodide (PI) was added to each FACS tube and the cells were immediately analyzed by flow cytometry (CytoFlex, Beckman Coulter, USA).

### 2.7. Flow Cytometry

Cell surface staining of CD14 was performed using a FITC-labelled anti-human CD14 antibody (BD Biosciences, USA) clone M5E2 for 30 min at 4 °C in PBS containing 2% FCS and 2 mM EDTA. Intracellular staining was performed using the Cytofix/Cytoperm fixation/permeabilization kit (BD Biosciences, USA) and an APC-labelled TNF-alpha antibody (Biolegend, San Diego, CA, USA, Clone MAb11) or isotype-matched controls. Cells were stained with LIVE/DEAD™ fixable aqua dead cell stain kit (Thermo Fisher Scientific, USA) prior to permeabilization for intracellular staining. Prior to intracellular staining and 45 min after LPS treatment, cells were treated with 5 ng/mL brefeldin A until the end of the experiment. After staining and subsequent washing steps, cells were immediately analyzed by flow cytometry using adequate isotype-matched and fluorescence-minus-one controls (Cytoflex, Beckman Coulter, USA).

### 2.8. Protein Extraction, SDS-PAGE, and Western Blot

For whole cell lysates, cells were harvested in ice-cold radioimmunoprecipitation assay (RIPA) buffer (150 mM NaCl, 1.0% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris, pH: 8.0, protease inhibitor cocktail). Lysates were mixed, incubated on ice for 30 min with occasional vortexing, and centrifuged at 15,000× *g* at 4 °C for 15 min. Supernatants were transferred into new tubes and stored at −20 °C. Nuclear proteins (soluble nuclear extracts) were obtained by using a subcellular protein fractionation kit for cultured cells according to manufacturer’s instructions (Thermo Scientific, USA).

Protein concentrations were determined with the Micro BCA protein assay kit (Thermo Fisher Scientific, USA). Ten µg of cellular protein was subjected to sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene fluoride (PVDF) membranes (Thermo Fisher Scientific, USA) by immunoblotting. Immunostaining was performed with primary antibodies against the protein of interest and corresponding horseradish peroxidase-conjugated anti-rabbit or anti-mouse IgG secondary antibodies (R&D systems, USA). Chemiluminescence was measured using immobilon western chemiluminescent HRP substrate (Merck, Darmstadt, Germany) on a G-BOX Chemi XX6 imaging device (Syngene, Bangalore, India). The following antibodies were used at 1:1000 dilutions: anti-LC3B (L7543, Sigma, USA), anti-IL-1β (#12703, Cell Signaling Technology, Danvers, MA, USA), anti-caspase-1 (NB100-56565, Novus Biologicals, Centennial, Colorado, USA), anti-NLRP3 (#15101, Cell Signaling Technology USA), anti-phospho-histone H2A.X (Ser139) (05-636-I, Merck, Germany), anti-histone H3 (#4499S, Cell Signaling Technology, USA), anti-acetyl histone H3 (Lys9) (ABE18, Milipore, Burlington, MA, USA), IkBA (#9242, Cell Signaling Technology), NF-kB P65 (D14E12, #8242, Cell Signaling Technology), phospho-NF-kB P65 (SER536) (93H1, #3033, Cell Signaling Technology), phospho-p38 MAPK (Thr180/Tyr182) (#9211, Cell Signaling Technology), phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (#9101, Cell Signaling Technology), and anti-β-actin (sc-47778, Santa Cruz Biotechnology, Dallas, Texas, USA).

ImageJ 1.49v software [17,18] was used to perform quantification of western blot images. A profile plot for each lane was created based on the density of the exact bands. The area of the peak was selected and calculated. Arbitrary units were normalized on the expression of the housekeeping proteins, as indicated in the figure legends.

### 2.9. Immunocytochemistry

Cultured cells were grown on cover slips in 24-well plates, fixed with 4% paraformaldehyde (PFA) in PBS, permeabilized with PBS containing 0.5% Triton-X, and blocked with blocking solution (1.5% BSA, 0.4% Triton X-100 in PBS) at RT for 1 h. Then, cover slips were incubated with mixtures of primary antibodies (anti-phospho-histone H2A.X (Ser139), 05-636-I, Merck, Germany, 1:300; anti-53bp1, NB100-304, Novus Biologicals, USA, 1:1000) and diluted in blocking solution at RT for 1 h. Afterwards, Alexa Fluor^®^ 488-conjugated donkey anti-rabbit and Cy-3 conjugated donkey anti-mouse (Jackson Immunoresearch, Cambridgeshire, UK) solutions were applied at a dilution of 1:400. Finally, cover slips with stained cells were mounted with DAPI Fluoromount-G (Southern Biotech, Birmingham, AL, USA) on microscope slides and analyzed on an LSM 710 AxioObserver microscope (Zeiss, Jena, Germany).

### 2.10. Microarray Analysis

THP-1 treated with or without epirubicin (0.25 μg/mL) and with or without LPS were used in duplicates for microarray analysis performed by a commercial transcriptomics provider (Eurofins Genomics, Aarhus, Denmark) using the Affymetrix Clariom S HT 24-array plate according to standard procedures. Briefly, total RNA was isolated by using NucleoSpin^®^ RNA Plus kit (Macherey Nagel, Düren, Germany) according to the manufacturer’s instructions. The RNA concentration and purity were determined spectrophotometrically (DS-11 FX, DeNovix, Wilmington, Delaware, USA) and confirmed by RNA ScreenTape system (Tapestation 2200, Agilent, Santa Clara, CA, USA). Then, cDNA was synthesized from 100 ng RNA, in vitro transcribed, and labelled using a GeneChip WT Plus labeling kit. After labeling, the generated target RNA was loaded onto an array plate, stained, and imaged on the GeneTitan multichannel instrument (Thermo Fisher Scientific, Waltham, MA, USA. CEL files were load into a transcriptome analysis console (TAC) and signal space transformation robust multiarray average algorithm (SST-RMA) was applied for background correction, normalization, and probe set summarization.

### 2.11. RNA Extraction, cDNA Synthesis, and Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was isolated from cultured and treated cells by using NucleoSpin^®^ RNA Plus kit (Macherey Nagel, Germany) according to manufacturer´s instructions. The RNA concentration and purity were determined spectrophotometrically (DS-11 FX, DeNovix, USA). Next, cDNA was synthesized by using the High-Capacity cDNA reverse transcription kit (Applied Biosystems, Foster City, CA, USA) according to the instructions of the manufacturer. Prior to qRT-PCR, cDNA was diluted 1:10 in nuclease-free water. qRT-PCR was performed with the gene-specific primers (Supplementary Table S1) using Maxima SYBR Green qPCR Master Mix (2X) (Thermo Fisher Scientific, USA) according to the recommended instructions of the manufacturer. Using Rotor-Gene Q (Qiagen, Hilden, Germany), the qRT-PCR reaction was performed with a two-step cycling program, with 1 cycle of 95 °C for 10 min for initial denaturation, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min to detect and record the SYBR Green fluorescence during the annealing step of each cycle. Melting curves were generated for quality control. The 2^−ΔΔCt^ method was used to calculate the relative fold change [19].

### 2.12. Statistical Analysis

The statistical analysis was performed using GraphPad Prism 7 software (San Diego, CA, USA). Data are presented as mean ± standard error of the mean (SEM), unless stated otherwise. One- or two-way analysis of variance (ANOVA) with post-hoc test were performed for group comparisons. One sample t-test was used to compare the differences in normalized data. To test for significant correlation, the Spearman’s rank correlation coefficient was used.

For microarray analysis, differentially expressed genes were determined using empirical Bayes statistics for differential expression within TAC software. The enrichment analysis of differentially expressed genes was performed using Gene Set Enrichment Analysis (GSEA) tool from Broad Institute [20] using the following settings: permutation type—gene set; number of permutations—1000; gene set database—H: Hallmark gene sets were from Molecular Signature Database v6.2. Heatmaps, dot plots, and principal component analysis were conducted in R [21]. The statistical test applied for *p*-value calculation is noted in the legends of the respective figures. Results with *p* ≤ 0.05 were considered as statistically significant. Levels of significance were set as follows: *** *p* < 0.001; ** *p* < 0.01, * *p* < 0.05.

### 2.13. Data Accessibility

RNA microarray data from this study have been deposited in GEO with the accession code GSE136758 (https://www.ncbi.nlm.nih.gov/geo/).

## 3. Results

### 3.1. Priming with Low-Dose Epirubicin Suppresses NLRP3 Inflammasome Activity in Macrophages

In order to examine the effect of epirubicin on NLRP3 inflammasome activity in macrophages, we utilized an established in vitro model of NLRP3 inflammasome activation, in which extracellular ATP drives the oligomerization of NLRP3 and the auto-cleavage of caspase-1 in LPS-primed macrophages [9,22]. IL-1β release was reduced by prophylactic treatment with low-dose epirubicin at 0.1 µg/mL when administered 24 h before stimulation, but not when administered at the same time as LPS (Figure 1A). Epirubicin concentrations of 0.5 µg/mL or higher suppressed the IL-1β release from PM when administered simultaneously with LPS. In dose-finding studies, treatment with epirubicin in concentrations starting from 0.1 µg/mL was effective in reducing the release of IL-1β from PM and THP-1 (Figure 1B) and the release of cleaved caspase-1 from PM into cell culture supernatants (Figure 1C). Using an IL-1β reporter cell assay, we confirmed that epirubicin suppressed the release of bioactive IL-1β, and not the inactive pro-IL-1β (Supplementary Figure S1). Low-dose epirubicin significantly reduced NLRP3 and pro-IL-1β protein expression, whereas effects on ASC and pro-caspase-1 expression were less pronounced at 0.1 µg/mL (Figure 1D,E).

To rule out relevant cytotoxicity of epirubicin at this concentration, cell viability was determined using LDH and MTT assays, as well as annexin-V/7-AAD costaining. Using these methods, significant epirubicin-mediated cell death was detected at concentrations starting from 1 µg/mL epirubicin (Figure 1F). However, investigating apoptosis induction by costaining with annexin-V and 7-AAD clearly revealed that the induction of programmed cell death already started at concentrations of 0.5 µg/mL, whereas it was not found at concentration of 0.1 µg/mL (Figure 1G). Pyroptosis, as assessed by FLICA assay, was not affected by epirubicin (Supplementary Figure S2). Weighing anti-inflammatory effects against cell death, subsequent experiments focused on effective doses of 0.1 µg/mL (PM) and 0.1–0.25 µg/mL (THP-1) epirubicin.

### 3.2. No Evidence for Significant Double-Strand Break Damage Repair after Low-Dose Epirubicin

The anti-tumor effect of high-dose epirubicin in cancer cells was found to be dependent on the induction of double-strand breaks, eventually leading to cell death [15]. The induction of foci of double-strand break (DSB) repair at anti-inflammatory, low-dose concentrations of epirubicin was investigated using confocal microscopy. THP-1 and PM treated with epirubicin did not exhibit increased colocalization of 53bp1 and γH2AX in immunofluorescence at 0.1 µg/mL, but did at higher concentrations (Figure 2A,B). Western blots confirmed increased γH2AX induction at concentrations ≥ 1 µg/mL in THP-1 and at ≥ 0.5 µg/mL in PM (Figure 2C,D), indicating that at effective anti-inflammatory concentrations epirubicin does not induce significant DNA damage responses.

### 3.3. The Anti-Inflammatory Effect of Low-Dose Epirubicin is Independent of Autophagy

Previous studies demonstrated epirubicin as an enhancer of autophagy [23]. To investigate the role of autophagy in the suppression of inflammasome activity by low-dose epirubicin, 3-methyl adenine (3-MA) and bafilomycin were used to inhibit early and late autophagy, respectively [24,25]. As expected, the inhibition of autophagy increased IL-1β secretion from PM in response to LPS/ATP as compared to untreated controls (Figure 3A). However, the dose-dependent effect of epirubicin on IL-1β secretion prevailed in the presence of 3-MA or bafilomycin (Figure 3A). At non-cytotoxic doses (0.1 µg/mL), epirubicin did not change LC3b protein levels as a model substrate to measure autophagic flux. Only treatment with a higher dose of epirubicin (0.5 µg/mL), which we have shown to induce apoptosis, was accompanied by an accumulation of LC3b, indicating an impact on the autophagic flux (Figure 3B). In addition, the presence of autophagy inhibitors did not alter the epirubicin-mediated reduction of inflammasome components NLRP3, pro-caspase-1, or pro-IL1β at the protein level (Figure 3C,D), and it did not affect pyroptosis (Supplementary Figure S3). In the presence of bafilomycin or 3-MA, 0.5 µg/mL epirubicin resulted in an accumulation of LC3b protein and a minor decrease in p62 (Figure 3C,D). Together, these data indicate increased autophagic fluxes at higher concentrations of epirubicin only [26].

### 3.4. Low-Dose Epirubicin Suppresses TNF-α Release in Response to TLR4 and TLR2 Ligation

In addition to suppressing IL-1β, low-dose epirubicin also suppressed the release of TNF-α in PM and THP-1 in response to LPS/ATP in a dose-dependent manner (Figure 4A), albeit with high interindividual variability (Supplementary Figure S4). This was confirmed by flow cytometry using intracellular staining of TNF-α in LPS-stimulated PM (Figure 4B, Supplementary Figure S5). However, while the number of TNF-α producing cells did not change due to epirubicin treatment (Supplementary Figure S6), we observed reduction in intracellular TNF-α per cell as indicated by lower median fluorescence intensity (Figure 4B). Additionally, to assess the effects of low-dose epirubicin on the TNF-α release in response to TLR4 and TLR2 agonists, PM and PMA-primed THP-1 were treated with HKLM, Pam3CSK4, or LPS in the absence of ATP. TLR4- and TLR2-mediated TNF-α release was reduced after priming of THP-1 and PM with low-dose epirubicin (Figure 4C), indicating that low-dose epirubicin not only reduced NLRP3 inflammasome activity, but also attenuated macrophage inflammation in response to pathogen-associated molecular patterns (PAMP) other than LPS.

### 3.5. Low-Dose Epirubicin Suppresses the Global Transcriptional Expression of LPS-Dependent Genes

To further characterize the suppressive effects of epirubicin on cellular inflammation, we performed genome-wide transcriptome analysis in the absence or presence of epirubicin (24 h) or LPS (3 h) (Supplementary Table S2). 

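THP-1 is a human monocytic leukaemia line, and PMA (100 ng/mL) turns its cells into macrophage-like cells. The series holds 8 Clariom S HT arrays of PMA-differentiated THP-1, with 2 arrays in each of 4 conditions: untreated, LPS, epirubicin, and epirubicin with LPS. Epirubicin was given at 0.25 µg/mL for 24 h and LPS at 100 ng/mL for 3 h. Single arrays are called by condition and duplicate, as in LPS duplicate 1. The paper's text does not say whether duplicates came from separate cultures. The p-values of single genes therefore measure only the spread between these arrays, which may be technical. The authors normalized the arrays together (SST-RMA in the methods, RMA in the sample labels) and deposited 1 log2 value per probe set. Array means lay between 6.7 and 6.73 on this scale and array medians between 5.75 and 5.84. Across probe sets, which are not independent replicates, duplicates correlated at 0.985 to 0.987 and arrays of different conditions at 0.947 to 0.984. Of 24351 deposited rows, 2903 controls were left out and 21448 gene probe sets were tested, of which 17709 carry 1 gene symbol in the platform table. A gene is represented by its probe set with the highest mean over all 8 arrays. One limma model over the 4 conditions gave log2 fold changes with standard errors, so that the number of arrays limits the precision. Genes are said to rise or fall where they passed the paper's threshold, an unadjusted p of at most 0.01 and a fold change of at least 2 in either direction, and the Benjamini-Hochberg adjusted p stands beside them. The mean shift of a gene list was tested with camera at a preset correlation of 0.01 and adjusted over 35 lists. This setting compares the list with all other genes, and its p-values rest on the spread across genes. They can therefore be far smaller than the arrays alone would give. Fry, which rests on the spread between arrays, kept 1 of camera's 4 epirubicin calls without LPS and 5 of 10 with LPS. Camera with a correlation estimated from the arrays has only the model's 4 residual degrees of freedom. It called 0 of the 35 lists in either epirubicin comparison, whatever the estimate. Such a loss therefore does not by itself show correlation between genes.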

For these gene expression studies, we used the slightly higher but non-cytotoxic concentration of 0.25 µg/mL epirubicin in order to identify a more characteristic gene expression profile than estimated at 0.1 µg/mL in PMA-differentiated THP-1. In the absence of LPS, 430 genes (~2% of all genes analyzed) were found to be differentially regulated by epirubicin (*p*-value ≤ 0.01, fold change (FC) ≤ −2 or ≥2) (Figure 5A, left panel). 

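Without LPS, MLNR, which encodes the motilin receptor, had the largest rise with epirubicin, a log2 fold change of 2.84 (standard error 0.28, adjusted p = 0.0458 from limma, n = 2 arrays per condition). CCL2, a chemokine that attracts monocytes, rose by 2.57 (standard error 0.50, adjusted p = 0.180), and NR4A2, an immediate early nuclear receptor, by 2.41 (standard error 0.44, adjusted p = 0.157). SNAI1, a transcription factor of epithelial-mesenchymal transition, rose by 2.20 (standard error 0.30) and TGM2, a transglutaminase, by 1.82 (standard error 0.25), both at an adjusted p of 0.109. The largest falls were in LIPG, which encodes endothelial lipase, with a log2 fold change of −3.06 (standard error 0.58, adjusted p = 0.174), and in PPP1R27, a regulatory subunit of protein phosphatase 1, with −2.99 (standard error 0.25, adjusted p = 0.0402). SLC11A1, the metal ion transporter of the phagosome, fell by 2.61 (standard error 0.41), C1QC, a chain of complement C1q, by 2.42 (standard error 0.46), and IL18BP, the soluble inhibitor of IL-18, by 2.21 (standard error 0.37), at adjusted p-values of 0.154 to 0.174. The log2 means of MLNR, NR4A2 and SNAI1 without epirubicin (5.70, 3.68 and 5.13) and of LIPG with it (5.37) lie below 6, near background, so that their fold changes are uncertain in size. Sizes are compared among genes with a mean log2 value of at least 6 in the condition where they are higher. In total, 484 of 21448 probe sets (2.26%) passed the paper's threshold, 227 of them higher and 257 lower with epirubicin. After adjustment, MLNR rose and PPP1R27 and NAV3, a neuron navigator protein, fell, but whichever array was left out, none of the 3 kept an adjusted p of at most 0.05 (0.104 to 0.404). Far more genes passed after adjustment when the prior variance depended on the mean and was estimated robustly against outlying genes. This alternative was chosen after seeing the data and is given in the closing part on processing. An unadjusted p of at most 0.01, whatever the fold change, was reached by 645 probe sets where chance alone gives 214. In simulated arrays with the same spread, the threshold called 163 of 21248 unchanged genes, 30% of genes changed 2-fold and 98% of genes changed 4-fold.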

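With LPS, FSTL3, which encodes a secreted antagonist of activin, was the gene that epirubicin raised most, with a log2 fold change of 5.19 (standard error 0.30, adjusted p = 0.0019 from limma, n = 2 arrays per condition). CGN, which encodes the tight junction protein cingulin, rose by 3.45 (standard error 0.31, adjusted p = 0.0177), and USP18, a protease that removes ISG15 from proteins, by 2.32 (standard error 0.40, adjusted p = 0.101). CLDN1, another tight junction gene, rose by 2.17 (standard error 0.29, adjusted p = 0.0515). LGR4, a receptor of R-spondins, had the largest fall, with a log2 fold change of −3.66 (standard error 0.45, adjusted p = 0.0463). PPP1R27 fell by 3.27 under LPS as well (standard error 0.25, adjusted p = 0.0100). ETV5, an ETS transcription factor, fell by 2.85 (standard error 0.26, adjusted p = 0.0177), and PLK1, a kinase of mitosis, by 2.49 (standard error 0.32, adjusted p = 0.0483). The log2 means of CGN without epirubicin (3.41) and of LGR4 with it (5.97) lie below 6, so that their sizes are uncertain. Of all probe sets, 570 (2.66%) passed the paper's threshold, 269 of them higher and 301 lower, and 22 of these (7 higher, 15 lower) also had an adjusted p of at most 0.05. Here too, far more passed after adjustment with a prior variance that depended on the mean. Of the named genes among the 22, only FSTL3 kept it without each array in turn (highest 0.0492). Both epirubicin comparisons called 34 probe sets higher, where 2.85 would overlap if the lists were independent. They called 59 probe sets lower, where 3.61 would overlap, and 6 in opposite directions. The comparisons share no array, but the model gives both the same estimate of spread for each probe set. Part of the overlap may come from this shared spread. Unchanged simulated genes passed this threshold in 173 of 21248 cases.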

After LPS, the number of genes regulated by epirubicin increased to 520 (~2.4% of all genes analyzed) (Figure 5A, right panel). 

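LPS changed far more genes than epirubicin. Without epirubicin, CCL3L3, a macrophage chemokine gene that is a near-identical copy of CCL3, so that the probe sets of both may share signal, rose by a log2 fold change of 12.07 (standard error 0.25, adjusted p = 4.5e-07 from limma, n = 2 arrays per condition). CCL20, a chemokine for CCR6-bearing lymphocytes, rose by 11.09 (standard error 0.43) and IL1B, the gene of IL-1β, by 11.01 (standard error 0.26). DDIT4L, a stress-induced inhibitor of mTOR signalling, had the largest fall, with a log2 fold change of −6.23 (standard error 0.25, adjusted p = 3.4e-06), and GPR34, a lysophosphatidylserine receptor, had −5.61 (standard error 0.44, adjusted p = 1.1e-04). The untreated log2 means of CCL3L3 and CCL20 (3.34 and 4.54) and the mean of GPR34 with LPS (5.20) lie below 6, near background, so that these fold changes are lower bounds at best. LPS changed 2505 probe sets without epirubicin (1158 higher, 1347 lower) and 2586 with it (1172 higher, 1414 lower), of which 2443 and 2529 had an adjusted p of at most 0.05. In a principal component analysis of all probe sets, scaled to unit variance, the first component held 31.7% of the variance and the second 15.8%. Arrays without LPS lay between −78.4 and −73.5 on the first component and arrays with LPS between 68.9 and 82.6. Arrays without epirubicin lay between 47.7 and 61.6 on the second component and arrays with epirubicin between −61.4 and −50.1. In the plane of both components, arrays of 1 condition lay at most 14.3 apart and arrays of different conditions at least 100.1 apart. The third component held 11.2%, and on it the duplicates of epirubicin with LPS lay far apart, at −35.1 and 95.8. With centring but no scaling, the first 2 components held 60.5% and 10.7%.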

Unsupervised principle component analysis (PCA) indicated discrete and stable clusters of cell transcriptomes undergoing different treatment conditions (Figure 5B).

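Without LPS, genes of DNA replication were higher with epirubicin. Of 57 measured S phase genes, 54 had a positive log2 fold change, with a mean of 0.58; 7 rose (5 when adjusted over the list alone) and the other 50 did not pass the test. TK1, the S phase thymidine kinase, rose by 1.28 (standard error 0.25, adjusted p = 0.180 from limma, n = 2 arrays per condition) and RRM2, a subunit of ribonucleotide reductase, by 1.10 (standard error 0.22, adjusted p = 0.204). The shift of the list had an adjusted p of 3.8e-13 from camera, 0.175 with an estimated correlation and 0.0524 from fry. Of 176 Hallmark E2F targets, 8 rose, among them ASF1B, a histone chaperone, by 1.81 (standard error 0.28, adjusted p = 0.154), and the mitotic genes PLK1 and HMMR fell (7 rose and 1 fell when adjusted over the list alone). The mean shift of these targets was 0.22 (adjusted p = 3.1e-04, and adjusted p = 0.175 with an estimated correlation). Of 126 Hallmark DNA repair genes, 3 rose and 3 fell, with a mean of 0.13 (adjusted p = 0.0620); UMPS and NME4, both of nucleotide synthesis, had log2 fold changes of 1.37 (standard error 0.25) and −1.68 (standard error 0.27). Of 183 Hallmark genes of TNF signalling via NFκB, 14 rose and 2 fell, with a mean of 0.15 (adjusted p = 0.0620). The risers included the immediate early transcription factors ATF3 (1.60, standard error 0.33) and JUN (1.15, standard error 0.22). Of 81 Hallmark IL6-JAK-STAT3 genes, TNF and JUN rose and CD14 and the kinase gene PIM1 fell, with a mean of −0.03 (adjusted p = 0.834). The Hallmark sets were chosen by the study on these samples and are not independent evidence. The shift of the E2F targets was not called without epirubicin duplicate 2 (adjusted p = 0.0549), and that of TNF signalling was called without untreated duplicate 2 (adjusted p = 0.0110), with a mean-dependent prior variance (adjusted p = 0.0154) and by preranked GSEA (adjusted p = 1.7e-04).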

Gene set enrichment analysis (GSEA) of epirubicin-dependent upregulated genes under unstimulated conditions revealed an enrichment of genes belonging to the E2F signaling pathway, DNA repair, and TNF signaling via NFκB, whereas downregulated genes were associated with IL6-JAK-STAT3 and others. 

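With LPS, interferon-stimulated genes were higher with epirubicin. Of 54 measured genes of the type I interferon response, 44 had a positive log2 fold change, with a mean of 0.71; 20 rose and SP100 fell (25 and 1 when adjusted over the list alone). IFIH1, a sensor of double-stranded RNA, rose by 1.53 (standard error 0.24, adjusted p = 0.0815 from limma, n = 2 arrays per condition), OAS2, a 2′-5′-oligoadenylate synthetase, by 1.37 (standard error 0.25, adjusted p = 0.108), and SAMD9, an antiviral factor, by 1.32 (standard error 0.26, adjusted p = 0.136). The shift of the list had an adjusted p of 1.6e-13 from camera, and adjusted p = 0.216 with an estimated correlation. Of 181 Hallmark interferon-γ response genes, 25 rose (25 when adjusted over the list alone), with a mean of 0.30 (adjusted p = 2.9e-05, and adjusted p = 0.216 with an estimated correlation). CIITA, the transactivator of MHC class II genes, rose by 1.67 (standard error 0.29, adjusted p = 0.101), and MT2A, a metallothionein, fell by 1.80 (standard error 0.28, adjusted p = 0.0815); FCGR1A and IL18BP also fell. A separate list of 37 interferon-γ and antigen presentation genes had a mean of 0.25, with CIITA and GBP1 up and FCGR1A down (adjusted p = 0.0124, and adjusted p = 0.32 with an estimated correlation). Of 81 Hallmark IL6-JAK-STAT3 genes, 4 rose, among them CD9, a tetraspanin, and 2 fell, with a mean of 0.05 (adjusted p = 0.491). The Hallmark sets were chosen by the study on these samples and are not independent evidence. The shift of the 37 genes was not called without LPS duplicate 2 (adjusted p = 0.106) or epirubicin with LPS duplicate 2 (adjusted p = 0.249).

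**Figure D1:**
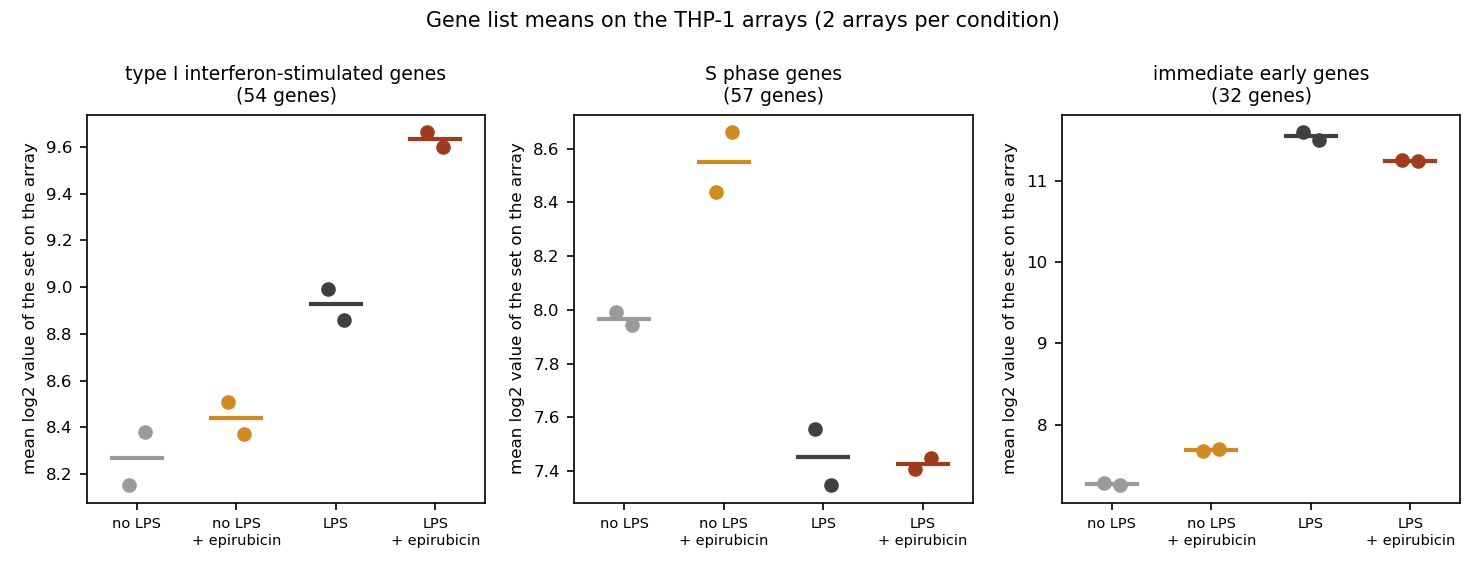
Mean log2 value of 3 gene lists (vertical axis) on each of the 8 arrays, by condition (horizontal axis); points are arrays and bars the mean of a condition. The interferon-stimulated genes lie at 9.60 and 9.66 with epirubicin and LPS, against 8.86 and 8.99 with LPS alone.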

Under inflammatory conditions, epirubicin treatment led to changes in inflammatory pathways, such as IFNa and IFNg signaling, as well as IL6-JAK-STAT3 signaling-dependent genes (Figure 5C, Supplementary Table S3). Low-dose epirubicin treatment effected NFκB-dependent TNF signaling and the regulation of *TLR1*, *TLR2*, *NLRP3*, and *CD209* (Figure 5D). Furthermore, *IL1B*, *IL6*, and *IL10* were downregulated following epirubicin treatment, whereas the interleukin-1 receptor antagonist encoding gene (*IL1RN*) was upregulated. In addition, genes coding for histone-modifying enzymes, including *KDM4A*, *KAT2A*, and *KAT6A*, were found to be differentially expressed after epirubicin treatment.

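CD209, which encodes the C-type lectin DC-SIGN, fell with epirubicin both without LPS, with a log2 fold change of −1.07 (standard error 0.23, adjusted p = 0.208 from limma, n = 2 arrays per condition), and with LPS, with −1.04 (standard error 0.23, adjusted p = 0.170). TLR2, the receptor of bacterial lipoproteins, had log2 fold changes of −1.08 without LPS (standard error 0.33, adjusted p = 0.331) and −0.90 with LPS (standard error 0.33, adjusted p = 0.373), and did not pass the threshold in either. NLRP3, the inflammasome sensor, had −0.56 and −0.77 (standard error 0.23, adjusted p = 0.456 and 0.280; with a mean-dependent prior variance 0.187 and 0.0416, still below 2-fold), and TLR1, the partner of TLR2, had −0.06 and −0.78 (standard error 0.26, adjusted p = 0.964 and 0.346). The methods give p of at most 0.05 as significant. At this unadjusted level from limma, TLR2 and NLRP3 passed in both comparisons, and TLR1 with LPS only. TNF itself rose without LPS, by 1.37 (standard error 0.40, adjusted p = 0.325), and had −0.43 with LPS (standard error 0.40, adjusted p = 0.753). Of 20 inflammasome genes, the caspase gene CASP5 fell with LPS (1 when adjusted over the list alone), and the mean shift was −0.23 (adjusted p = 0.0900). Without LPS, 12 of the 20 had a negative log2 fold change and the mean was −0.16 (adjusted p = 0.225); limma called 0 of them, and 4 had an unadjusted p under 0.05. Of 34 genes of TLR signalling, CD14 and CD180 fell in both comparisons and TLR4 rose with LPS. Their mean shift was −0.06 in both (adjusted p = 0.878 and 0.973), with a median of 0.00 in both. Of the Hallmark genes of TNF signalling via NFκB, a set chosen by the study on these samples, 8 rose and 5 fell with LPS, with a mean of 0.04 (adjusted p = 0.706). TLR2 without LPS was past the threshold in a fit of those arrays alone (adjusted p = 0.346) and in several other settings, and with LPS without epirubicin with LPS duplicate 2 (−1.38); the inflammasome shift with LPS was called with a mean-dependent prior variance (adjusted p = 0.0347). CD209 was not called without epirubicin duplicate 2 (−0.92) or without LPS duplicate 2 (−1.03), and TNF not without untreated duplicate 1 (0.82), among other arrays.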

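With LPS, IL10, an anti-inflammatory cytokine, fell with epirubicin, with a log2 fold change of −2.19 (standard error 0.44, adjusted p = 0.136 from limma, n = 2 arrays per condition), and IL1RN rose by 2.75 (standard error 0.42, adjusted p = 0.0771). IL1B had −0.59 (standard error 0.26, adjusted p = 0.468) and IL6 had −1.45 (standard error 0.51, adjusted p = 0.358), and neither passed the threshold. At an unadjusted p of at most 0.05 from limma, the level the methods give for significance, IL6 passed with LPS and IL1B did not. Without LPS, none of the 4 passed: the log2 fold changes were 0.38 for IL1B (standard error 0.26), −0.18 for IL6 (standard error 0.51), −1.0 for IL10 (standard error 0.44) and 0.74 for IL1RN (standard error 0.42), with adjusted p-values of 0.488 to 0.941. Of 33 cytokine genes, VEGFA, TNFSF13B and TNF rose without LPS (2 when adjusted over the list alone), with a mean shift of 0.21 (adjusted p = 0.115). VEGFA, an angiogenic growth factor, rose by 1.23 (standard error 0.22, adjusted p = 0.159). With LPS, IL1RN, INHBA and TNFSF13B rose and IL10, PTX3 and EREG fell (3 and 4 when adjusted over the list alone), with a mean of −0.05 (adjusted p = 0.603). INHBA, the gene of the activin A subunit, rose by 1.69 (standard error 0.27, adjusted p = 0.0815), and TNFSF13B, the B cell activating factor, by 1.88 (standard error 0.37, adjusted p = 0.128). Of 28 chemokine genes, CCL2 rose in both comparisons and CCL3L3 fell with LPS, with means of −0.09 without LPS (adjusted p = 0.375) and 0.03 with it (adjusted p = 0.789). IL6 with LPS passed with a mean-dependent prior variance (adjusted p = 0.166) and without epirubicin with LPS duplicate 2 (−2.30), and IL10 without LPS passed without untreated duplicate 1 (−1.63). IL6 without LPS changed sign without untreated duplicate 2 (0.15) and without epirubicin duplicate 2 (0.03).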

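KAT2A, which encodes the histone acetyltransferase GCN5, fell with epirubicin under LPS, with a log2 fold change of −1.37 (standard error 0.34, adjusted p = 0.202 from limma, n = 2 arrays per condition), and had 0.15 without LPS (standard error 0.34, adjusted p = 0.922). KDM4A, a demethylase of histone H3, had −0.53 without LPS (adjusted p = 0.492) and −0.43 with it (adjusted p = 0.561; standard error 0.23 in both). KAT6A, another acetyltransferase, had 0.39 and 0.62 (standard error 0.26, adjusted p = 0.665 and 0.451), so that neither gene passed the threshold. At an unadjusted p of at most 0.05 from limma, KAT6A passed with LPS and KDM4A in neither comparison. Of 74 histone-modifying enzymes, KDM4C, a relative of KDM4A, rose without LPS by 1.54 (standard error 0.34, adjusted p = 0.208), and the other 73 did not pass. With LPS, HDAC7, a class IIa histone deacetylase, fell by 1.31 (standard error 0.25, adjusted p = 0.118), HDAC11 rose by 1.20 (standard error 0.35, adjusted p = 0.275), and KAT2A was the other fall. Adjusted over the list alone, limma called 0 without LPS, where 5 had an unadjusted p under 0.05, and 1 with it. The list did not shift as a whole: its mean was 0.00 without LPS (median −0.03, adjusted p = 0.990 from camera) and −0.07 with LPS (adjusted p = 0.478). KAT2A under LPS was not called without LPS duplicate 1 (−1.49), LPS duplicate 2 (−1.25) or epirubicin with LPS duplicate 2 (−0.98), and its value without LPS changed sign without epirubicin duplicate 2 (−0.17). KDM4C was not called without untreated duplicate 1 (1.08) or epirubicin duplicate 1 (1.45), and HDAC11 not without 5 of the arrays, among them LPS duplicate 1 (0.85).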

As epirubicin intercalates into DNA and inhibits transcription factor binding, resulting in attenuated regulation of RNA transcription [27], we hypothesized that the anti-inflammatory effect of epirubicin is due to reduced transcription regulatory capability. To test this hypothesis, we first analyzed the global effect on transcription by comparing the expression values of all expressed array genes in the absence or presence of epirubicin. 

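The mean log2 value of all 21448 probe sets was 6.72 ± 0.0017 (SD, n = 2 arrays) with epirubicin and 6.73 ± 0.0047 (SD, n = 2) without it when no LPS was given, a difference of −0.0037 (exact permutation test, p = 0.667). With LPS the means were 6.71 ± 0.013 and 6.71 ± 0.0041 (SD, n = 2 each), a difference of 0.0055 (exact permutation test, p = 1). Over the 11390 probe sets with a log2 value of at least 6 on at least 2 arrays, the mean was 9.16 with epirubicin and 9.14 without it in the absence of LPS (difference 0.0205), and 9.10 and 9.09 in its presence. The smallest p that 2 arrays against 2 allow is 0.333. Single genes moved both ways, with 49.6% of log2 fold changes above 0 without LPS and 50.6% with LPS, and with standard deviations over all probe sets of 0.465 and 0.482. The 51 measured genes of cytosolic ribosomal proteins, which cells express at steady and high levels, had mean shifts of −0.01 without LPS (adjusted p = 0.972) and −0.04 with LPS (adjusted p = 0.684) from camera. The authors' normalization makes array distributions alike, so that these means are held close together by the processing.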

We could not observe a significant shift in global gene expression (Figure 5E). Next, we investigated whether LPS-dependent transcription initiation might be impaired by epirubicin. To investigate this hypothesis, we determined an LPS gene core set for THP-1 by extracting highly regulated genes after LPS treatment from epirubicin that had not been treated with THP-1. 

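Without epirubicin, LPS raised 87 probe sets at least 30-fold and lowered 26 at least 5-fold at an adjusted p of at most 0.0001 from limma. The raised genes include NR4A2, with a log2 fold change of 10.44 (standard error 0.44, adjusted p = 4.0e-06, n = 2 arrays per condition), SNAI1 with 8.07, the inflammatory caspase gene CASP5 with 5.05 and the cytokine gene TNF with 6.21. The lowered genes include PPARGC1A, a coactivator of mitochondrial biogenesis, with a log2 fold change of −5.70 (standard error 0.42, adjusted p = 7.9e-05). These raised genes lay below a log2 value of 6 before LPS, and PPARGC1A after it, so that the sizes are lower bounds at best. Of the 88 raised genes in Table S4, 81 are among these 87, and all 26 lowered genes are among its 63. At the fold threshold alone, 95 probe sets were raised and 194 lowered, all of them at an adjusted p of at most 0.05. The sizes are 11 and 0 in a fit of the untreated and LPS arrays alone, and the lowered set holds 5 with the duplicate number as a block and 164 with a mean-dependent prior variance. Without 1 of the 8 arrays in turn, 28 to 75 genes were raised and 0 to 6 lowered.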

In doing so, 88 upregulated genes (FC ≥ 30, FDR ≤ 0.0001) and 63 downregulated genes (FC ≤ −5, FDR ≤ 0.0001) were identified (Supplementary Table S4). Within the LPS core set, strongly upregulated genes exhibited significantly lowered expression values when cells were pretreated with epirubicin, whereas for genes downregulated by LPS, no statistically significant trend towards a reduced regulation was found (Figure 5F). 

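Under LPS, the 88 induced core genes of Table S4 were lower with epirubicin by a mean log2 difference of −0.23 (standard error over arrays 0.058, n = 2 arrays per condition, adjusted p = 0.0258 from fry over 4 comparisons), and 59 of the 88 were lower. Of these genes, 7 fell and 3 rose. The falls include PTX3, which encodes the soluble pattern recognition receptor pentraxin 3, RNF144B, a ubiquitin ligase, and the water channel gene AQP9, and the rises are CD40, a receptor of T cell help, LAMP3, a lysosomal membrane protein, and ELOVL7, a fatty acid elongase. The 63 reduced core genes had a mean difference of −0.02 (standard error 0.045, adjusted p = 0.627), with 32 lower; 5 rose, among them PPARD, a nuclear receptor of fatty acids, and 3 fell, CD180, DDIT4L and GPR34. Per array, the mean log2 value of the induced core was 12.85 and 12.91 with LPS alone, and 12.64 and 12.66 with epirubicin and LPS. The core was chosen by the study on the arrays without epirubicin, which are also the comparison group, so that its direction is not independent evidence. In 85 genes chosen on the LPS effect of both arms the mean difference was −0.02 (adjusted p = 0.624), and in 80 chosen on the epirubicin-treated arrays 0.19 (adjusted p = 0.0095). Genes chosen on 1 duplicate, again without epirubicin, and measured on the other had −0.15 and −0.17. Without 1 of the 6 arrays given LPS or epirubicin in turn, the call was lost each time (adjusted p = 0.0545 to 0.104), with the highest value without LPS duplicate 1 (−0.19).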

After adjusting our analysis for gene expression changes induced by epirubicin (by calculating the relative FC induced by LPS), we could confirm that epirubicin significantly reduced both the induction as well as the reduction of LPS core set genes (Figure 5G).

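Before LPS, the induced core genes were already higher with epirubicin, by a mean log2 difference of 0.47 (standard error over arrays 0.058, n = 2 arrays per condition, adjusted p = 0.0017 from fry), and the reduced core genes were lower, by −0.35 (standard error 0.045, adjusted p = 0.0019). The size depends on how the genes were chosen: it was 0.35 (standard error 0.051) in 85 induced genes chosen on both arms and 0.20 (standard error 0.047) in 80 chosen on the epirubicin-treated arrays, a comparison made after seeing the data. LPS then raised the induced core by a mean log2 fold change of 6.83 without epirubicin and 6.13 with it, with median folds of 73.0 and 49.2. The difference of these responses was −0.70 (standard error 0.082, adjusted p = 0.0033 from fry), and 70 of the 88 genes responded less. NR4A2 had responses of 10.44 and 7.64, SNAI1 of 8.07 and 5.56, CASP5 of 5.05 and 2.82 and TNF of 6.21 and 4.41, but their untreated log2 means of 3.50 to 5.13 are near background, so that these sizes are uncertain. CD40, at 5.38 and 6.47, and the chemokine gene CXCL8, at 8.67 and 9.38, lay on the other side. LPS lowered the reduced core by a mean log2 fold change of −3.53 without epirubicin and −3.20 with it, with median folds of 10.7 and 8.82, a difference of 0.34 (standard error 0.064, adjusted p = 0.0114), and 49 of the 63 genes responded less. HOXA13, a homeobox gene whose means with LPS also lie below 6, had −4.01 and −2.25, and PPARD −2.55 and −1.17. No single core gene passed an adjusted p of 0.05 in this comparison, while SNAI1 (adjusted p = 0.0067) and NR4A2 (adjusted p = 0.0140) did with a mean-dependent prior variance. In genes chosen on the LPS effect of both arms the differences were −0.36 (adjusted p = 0.0138) and 0.04 (adjusted p = 0.624), and in genes chosen on the epirubicin-treated arrays −0.0014 (adjusted p = 0.956) and −0.51 (adjusted p = 2.1e-04). With selection on 1 duplicate and measurement on the other, they were −0.46 and −0.60 for induced and 0.26 and 0.14 for reduced genes; the call for reduced genes was lost without epirubicin with LPS duplicate 2 (0.32, adjusted p = 0.0601). From the smaller fold changes relative to cells given epirubicin alone, the paper concludes that epirubicin dampens both arms of the LPS core response.

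**Figure D2:**
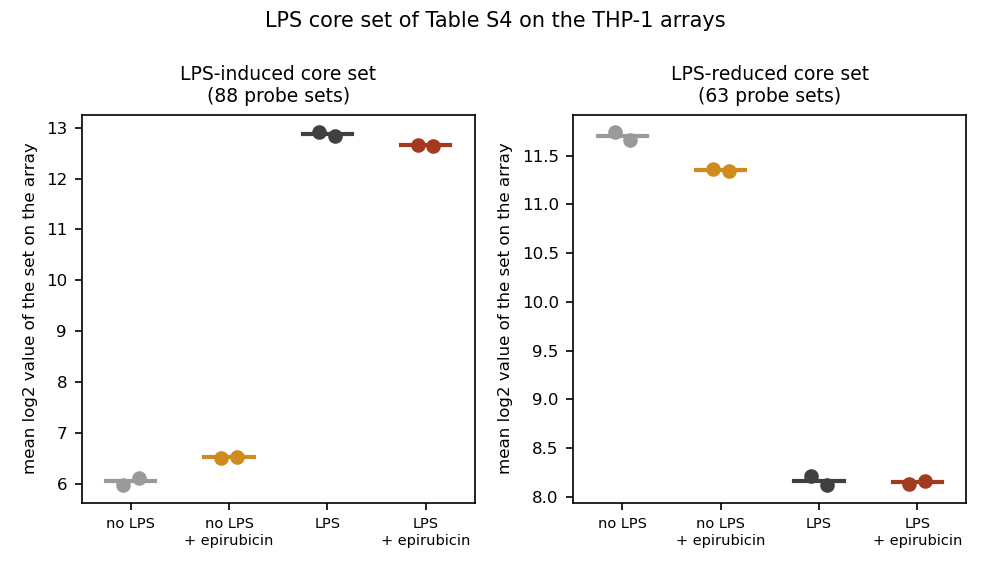
Mean log2 value of the induced and the reduced core genes of Table S4 (vertical axis) on each of the 8 arrays, by condition (horizontal axis); points are arrays and bars the mean of a condition. Without LPS the induced core lies at 6.51 and 6.53 with epirubicin, above 5.98 and 6.12 without it.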

### 3.6. Low-Dose Epirubicin Effects the Expression of Genes Involed in TLR4 and IL-1 Signaling

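CD14, the LPS co-receptor, fell with epirubicin, with a log2 fold change of −1.04 without LPS (standard error 0.25, adjusted p = 0.247 from limma, n = 2 arrays per condition) and −2.01 with LPS (adjusted p = 0.0463). TLR4, the LPS receptor, had 0.57 without LPS (standard error 0.24, adjusted p = 0.474) and rose with LPS, by 1.34 (adjusted p = 0.108). MYD88, the adaptor of most Toll-like receptors, had 0.35 without LPS (standard error 0.25, adjusted p = 0.686) and 0.71 with LPS (adjusted p = 0.354), and passed the threshold in neither. The mean log2 level of IL1B under LPS was 17.10 ± 0.14 (SD, n = 2) with epirubicin and 17.69 ± 0.097 (SD, n = 2) without it, and that of IL1RN, the antagonist of the IL-1 receptor, 12.25 ± 0.051 against 9.50 ± 0.33 (SD, n = 2 each). CD180, a TLR4-like receptor that binds MD-1, fell without LPS by 1.48 (standard error 0.27, adjusted p = 0.167). The fall of CD14 without LPS was not called without untreated duplicate 1 (−1.07), untreated duplicate 2 (−1.01) or epirubicin duplicate 2 (−0.85).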

TLR4-related genes, such as *CD14*, *TLR4*, *MYD88*, *IL1B*, and *IL1RN*, which encode the antagonist of the IL-1 receptor, were differentially regulated in microarray analysis. Validation by qRT-PCR confirmed increased expression of *TLR4*, *MYD88*, and *IL1RN* in response to epirubicin and reduced expression of *IL1B* (Figure 6A). Additionally, we validated the expression of 18 LPS core set genes by qRT-PCR and found that all genes exhibited the same regulatory tendency as found by microarray analysis (Supplementary Figure S7). Moreover, the data obtained from qRT-PCR and microarray was significantly correlated with r^2^ = 0.9345 in linear regression analysis (Figure 6B). 

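On the arrays, all 18 genes measured by qRT-PCR had the sign of Supplementary Figure S7 in the comparison of epirubicin with and without, both under LPS: 4 were higher and 14 lower, with log2 fold changes from −2.43 to 1.29. The 4 higher genes all rose, and 8 of the 14 lower ones fell (4 and 11 when adjusted over the list alone). CD180 fell most, by 2.43 (standard error 0.27, adjusted p = 0.0455 from limma, n = 2 arrays per condition), followed by PTX3, by 1.76 (standard error 0.24, adjusted p = 0.0579), and RNF144B, by 1.52 (standard error 0.32, adjusted p = 0.158). CCL3L3 fell by 1.42 (standard error 0.25, adjusted p = 0.104), and CASP5, RHOB, AQP9 and DRAM1 by 1.46, 1.18, 1.17 and 1.05. PPARD rose by 1.27 (standard error 0.22, adjusted p = 0.101), CD40 by 1.29, LAMP3 by 1.11 and ELOVL7 by 1.04. CCL20 (−1.12), CCR7 (−0.98), NR4A1 (−0.94), CCL3 (−0.84), RASGRP1 (−0.80) and NR4A3 (−0.67) did not pass the threshold. The mean over the 18 genes was −0.70 (adjusted p = 2.1e-05 from camera, and adjusted p = 0.216 with an estimated correlation). The genes were chosen by the study from these arrays, so the direction is not independent evidence. Of the 12 calls, those of CD180, PTX3, CCL3L3 and PPARD held without each array in turn, while ELOVL7, for example, was not called without LPS duplicate 2 (0.84) and RNF144B not without epirubicin with LPS duplicate 2 (−1.16).

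**Figure D3:**
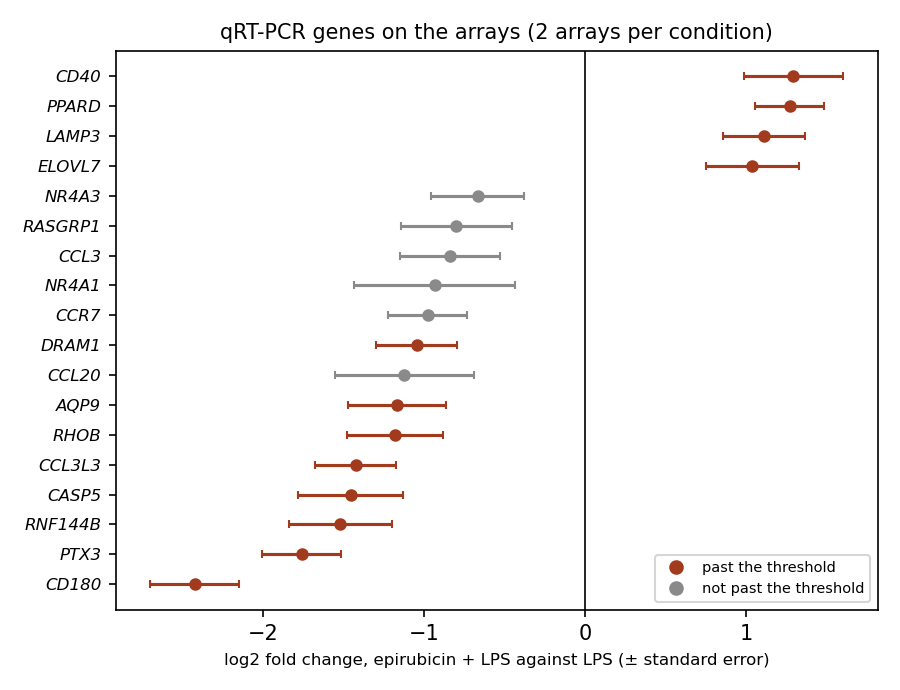
Log2 fold change with epirubicin under LPS (horizontal axis; points, error bars are standard errors from limma) of the 18 genes of Supplementary Figure S7 (vertical axis). CD180 lies lowest at −2.43 and CD40 highest at 1.29.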

Analysis of CD14 surface expression of epirubicin-treated THP-1 revealed a decreased expression with epirubicin treatment in the absence and presence of LPS (Figure 6C). Analysis of cell culture supernatants for IL1RN protein revealed a non-significant trend towards an increased release of this potent anti-inflammatory molecule in the presence of epirubicin (Figure 6D).

### 3.7. Increased ERK Signaling but No Changes in NFκB Activation in Response to Low-Dose Epirubicin

Several studies have demonstrated the involvement of mitogen-activated protein kinases (MAPK) and NFκB in anthracycline-induced inflammation affecting inflammation, proliferation, growth, and survival [28,29,30,31]. Thus, we investigated the changes in phosphorylation of ERK1/2 (p-ERK1/2) and p38 (p-p38) in order to determine whether the anti-inflammatory properties of low-dose epirubicin are mediated through the regulation of MAPK phosphorylation and regulation of NFκB. As expected, LPS induced the phosphorylation of p65 at position S536 30 min after LPS treatment alongside the degradation of IκBa in PMA-primed THP-1; however, there were no significant differences in p-p65, IκBa, and p-p38 between cells treated and not treated with 0.25 µg/mL epirubicin for 24 h prior to and during TLR4 stimulation (Figure 7A and Supplementary Figure S8). We observed significantly increased phosphorylation of ERK-1/2 in whole cell lysates 2 and 3 h after LPS treatment in epirubicin-treated cells compared to untreated cells (Figure 7B). However, no differences in the nuclear translocation of p65 were detected between both conditions (Figure 7C and Supplementary Figure S9).

### 3.8. Low-Dose Epirubicin Modifies Histone 3 Acetylation on Lysine 9

Further investigating a global suppression of LPS core gene expression alongside the regulation of histone modifying enzymes in microarray analysis, we went on to examine histone modifications at the protein level. Different histone modifications can either activate or suppress adjacent genes by recruiting regulatory proteins [32]. In general, while histone acetylation is associated with the activation of genes, methylation of histones is associated with gene suppression or gene activation, depending on the amino acid position within the histone and the amount of methyl groups added [32]. Whereas the histone-modifications H3K4me3, H3K9me3, H3K27me3, and H3K27ac were not regulated in THP-1 by epirubicin, treatment with epirubicin reduced histone 3 lysine 9 acetylation (H3K9ac) in PM (Figure 7D) and THP-1 (Figure 7E).

## 4. Discussion

Here, we report that epirubicin administered at non-cytotoxic low doses downregulates NLRP3 inflammasome components and reduces the release of cleaved caspase-1 and bioactive IL-1β following NLRP3 activation in a dose-dependent fashion in human macrophages. In addition, epirubicin attenuates inflammatory responses following stimulation with LPS from *Escherichia coli* (TLR4 agonist), with heat-killed *Listeria monocytogenes* (TLR2 agonist), and with the synthetic triacylated lipopeptide Pam3CSK4 (TLR1/2 agonist) in the absence of significant cell death. Given the broad effects on inflammatory pathways observed, we investigated whether low-dose epirubicin exerts its effects via autophagy, DNA damage responses, or cellular signaling pathways, potentially affecting macrophage transcriptional regulation.

The inhibition of autophagy could not restore cytokine release from macrophages at a low dose (0.1 µg/mL), excluding the induction of autophagy [23,33] as a major underlying factor. Only at higher doses (0.5 µg/mL), which induced significant apoptosis and cytotoxicity, did epirubicin induce LC3b protein in the absence or presence of autophagy inhibitors, confirming results of previous studies [23]. This is also in line with our observation that epirubicin at effective doses of 0.1 to 0.25 µg/mL did not result in increased nuclear 53bp1 and γH2AX colocalization, given that DNA damage responses are well-known inducers of autophagy [34]. In addition, our study provides no evidence for a role of altered NFκB expression on gene or protein levels or any disruption of the nuclear translocation of the p65 subunit, even though the TLR4 coreceptor CD14 was downregulated following epirubicin treatment.

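RELA, which encodes p65, had log2 fold changes with epirubicin of −0.01 without LPS (standard error 0.23, adjusted p = 0.997 from limma, n = 2 arrays per condition) and 0.33 with LPS (adjusted p = 0.662). NFKB1, the gene of p50, had 0.40 and 0.13 (standard error 0.22, adjusted p = 0.590 and 0.888), and REL, another subunit, had 0.43 with LPS (standard error 0.25, adjusted p = 0.586). NFKBIA, the inhibitor IκBα, had −0.39 with LPS (standard error 0.23, adjusted p = 0.589). Of 21 genes of NFκB subunits and inhibitors, limma called 0 in either comparison at the paper's threshold and 0 when adjusted over the list alone, and 2 had an unadjusted p under 0.05 in each. With LPS, 16 of the 21 had a positive log2 fold change. The mean shift was 0.10 without LPS (adjusted p = 0.701) and 0.20 with LPS (adjusted p = 0.0900) from camera. RELA without LPS changed sign without untreated duplicate 1 (0.08) or epirubicin duplicate 2 (0.14) and after quantile normalization (0.02).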

Transcriptome analysis revealed a global transcriptional suppression of LPS-dependent genes in response to epirubicin. Epirubicin intercalates into DNA, and was found to inhibit the binding of transcription factors to DNA [27]. Although epirubicin binds to G-C sequences with higher affinity [27], it is not known whether epirubicin targets specific DNA sequences. In our study, epirubicin ameliorated the regulation of a set of genes that are induced in response to LPS and partly depend on NFκB. This result supports the notion that epirubicin either directly inhibits DNA binding of NFκB or other TLR-dependent transcription factors, such as AP1, or reduces DNA enhancer activity in macrophages, finally leading to reduced expression of pro-inflammatory cytokines and regulators. In terms of IL-1β reduction, we found a two-step regulatory mechanism, where pro-IL-1β is transcriptionally silenced first (substrate reduction). Then, the active converting complex (inflammasome, cleaved caspase-1) is reduced via the transcriptional silencing of NLRP3 (enzyme reduction), eventually leading to reduced levels of bioactive IL-1β.

Histone modifications can either activate or suppress adjacent genes by recruiting regulatory proteins [32]. Consistent with the global transcriptional suppression of LPS-dependent genes, we observed a reduced acetylation of H3K9 in response to epirubicin in both PM and THP-1, which can be interpreted as reduced transcriptional activity given that H3K9 is associated with gene activation. This result is consistent with a previous report [27], and yet our study is the first showing H3K9ac reduction at non-cytotoxic low doses of epirubicin in primary macrophages as a possible mechanism to modulate inflammatory responses, including NLRP3 inflammasome activation. However, the transcriptional mediators of epirubicin-mediated macrophage reprogramming are still elusive and need to be identified in further studies.

This study established a new field of application for the licensed anti-tumor drug epirubicin as an anti-inflammatory agent, reducing IL-1β and TNF-α release from macrophages when used at low-doses. Given the increasingly recognized role of NLRP3 for the development of liver injury and fibrosis [6,8,10,11], therapeutic interventions focusing on the epigenetic programming of immune cells and the organ-specific inhibition of inflammasomes represent novel anti-inflammatory strategies, which need to be further investigated in the context of fibrogenesis. Furthermore, the anti-inflammatory properties of epirubicin may be an adverse effect in cancer therapy.

## Figures and Tables

**Figure 1:**
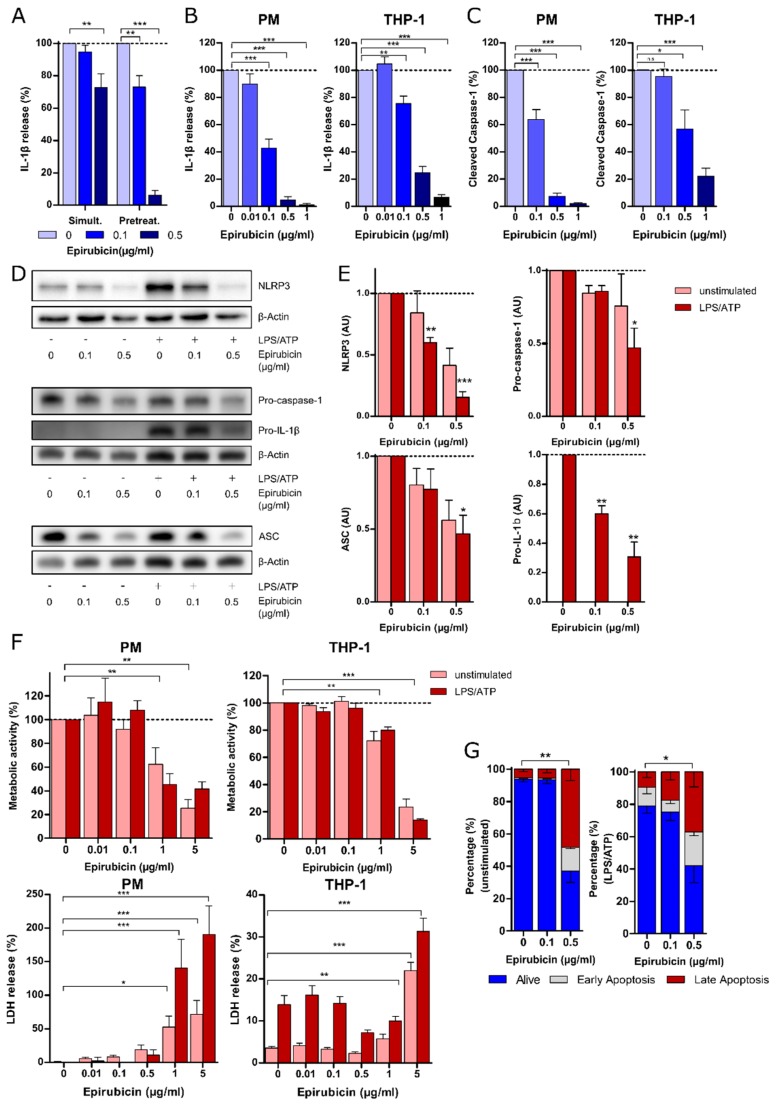
Epirubicin suppresses NLRP3 inflammasome activity. (**A**) PM were treated with epirubicin 24 h prior (Pretreat.) or simultaneously (Simult.) with LPS (10 ng/mL, 3 h) and subsequently with ATP (1 mM, 1 h). Cell culture supernatants were analyzed by ELISA for IL-1β (*n* = 4). (**B**,**C**) PMA-primed THP-1 or PM were incubated with increasing doses of epirubicin for 24 h and subsequently stimulated with LPS (10 or 100 ng/mL)/ATP. Supernatants were analyzed by ELISA for IL-1β (**B**) (*n* = 11 for PM, *n* = 6 for THP-1) and cleaved caspase-1 (**C**) (*n* = 6 for PM, *n* = 5 for THP-1). (**D**) Representative immunoblots of inflammasome components in the whole cell lysates of PM after epirubicin (24 h) and subsequent LPS/ATP. Here, β-actin is shown as loading control. (**E**) Quantitative analysis of NLRP3, pro-IL-1β, procaspase-1, and ASC protein bands by densitometry using Image J software and normalized to the density of β-actin. AU: Arbitrary units (*n* = 5). (**F**) Succinate dehydrogenase activity (metabolic activity) and LDH release (cytotoxicity) are shown in PM and THP-1 following epirubicin incubation in the absence or presence of inflammasome activation by LPS/ATP. Mean and SEM from 4–6 independent experiments are shown. (**G**) To assess early and late apoptosis, PM were stained with annexin-V and 7-AAD after treatment with epirubicin (24 h) in the absence or presence of inflammasome activation by LPS/ATP (*n* = 4). Percentage of alive cells was used for the statistical analysis. Statistical analysis: two-way analysis of variance (ANOVA) with Bonferroni test (**A**), one-way ANOVA with Tukey’s multiple comparison test (**B**,**C**,**G**), one-way ANOVA with Tukey’s multiple comparison test (F-LDH), one-sample *t*-test (**E**), one-sample *t*-test (F-MTT); n.s.: not significant; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
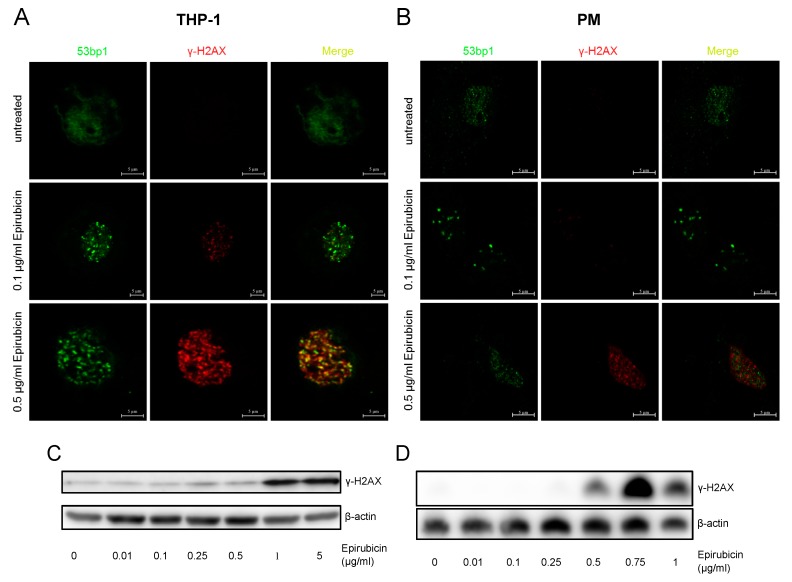
DNA damage repair in response to epirubicin. Representative confocal images and western blots of PMA-primed THP-1 and PM. (**A**) THP-1 and (**B**) PM were treated with indicated concentrations of epirubicin, and fixed and stained for 53bp1 (green) and γ-H2aX (red). Costaining is indicated by yellow color in merged images. Images were taken with a confocal laser scanning microscope with 63× objective (LSM 710, Zeiss) (Scale bars: 5 µm). Whole cell lysates of (**C**) THP-1 and (**D**) PM were subjected to SDS-PAGE and processed for immunoblotting analysis with γ-H2AX antibody. Here, β-actin served as a loading control.

**Figure 3:**
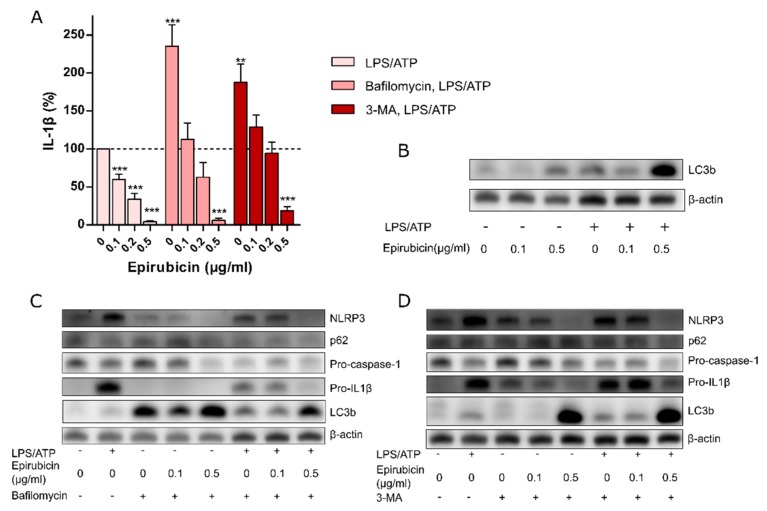
Epirubicin suppresses the NLRP3 inflammasome in presence of autophagy inhibitors. (**A**) LPS/ATP-induced IL-1β secretion from PM in the absence or presence of bafilomycin and 3-MA is shown. Means ± SEM from 10 (IL-1β) independent experiments are shown. (**B**) Representative immunoblot of LC3b after epirubicin and LPS/ATP treatments. (**C**,**D**) Representative immunoblots of inflammasome and autophagy components after inhibition with (**C**) bafilomycin or (**D**) 3-MA in PM whole cell lysates. Cells were treated with indicated concentrations of epirubicin treatment over 24 h, followed by LPS (10 ng/mL) in the absence or presence of bafilomycin (300 nM) or 3-MA (10 mM) for 3 h and NLRP3 activation by ATP (1 mM, 1 h). Whole cell lysates were subjected to SDS-PAGE (10% gel) and processed for immunoblot analysis with specific antibodies. Here, β-actin served as loading control. Statistical tests: one-sample *t*-test (**A**) ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
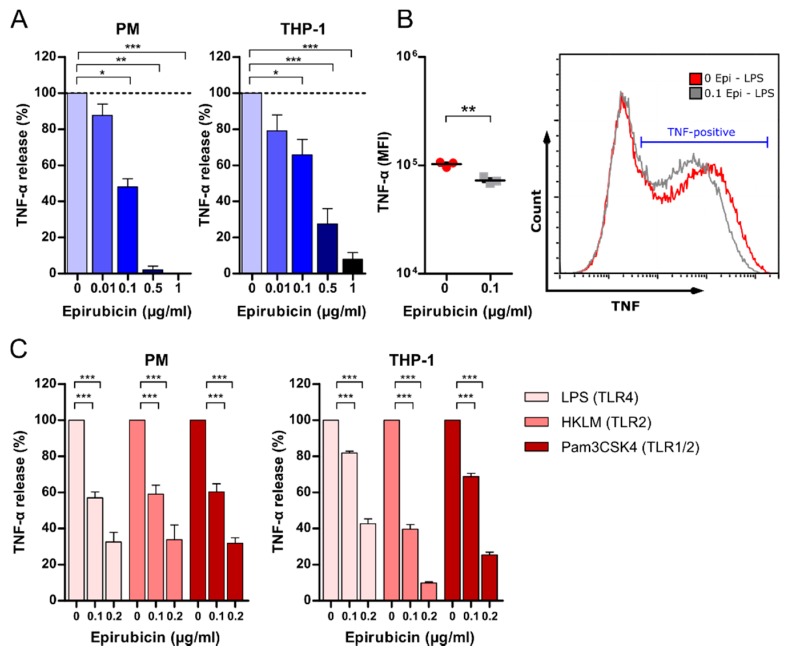
Epirubicin suppresses TNF-α release in response to TLR4 and TLR2 ligation. (**A**) PMA-primed THP-1 or PM was incubated with increasing doses of epirubicin for 24 h, and subsequently stimulated with LPS (10 or 100 ng/mL of PM or THP-1, respectively) for 3 h and ATP (1 mM) for 1 h. Cell culture supernatants were analyzed by ELISA for TNF-α (*n* = 7 for PM, *n* = 5 for THP-1). (**B**) Flow cytometry analysis showing intracellular TNF mean fluorescence intensity (MFI) in PMA-primed, LPS-stimulated THP-1. Epirubicin in µg/mL (Epi) (**C**) PM or PMA-primed THP-1 were incubated with epirubicin for 24 h, and subsequently treated with LPS (10 ng/mL), HKLM (10^8^ cells/mL), or Pam3CSK4 (100 ng/mL) for 4 h. Supernatants were analyzed by ELISA (*n* = 6 each). Statistical tests: one-way (**A**) or two-way (**B**) ANOVA with Bonferroni correction or unpaired *t*-test with Welch correction (**C**); * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
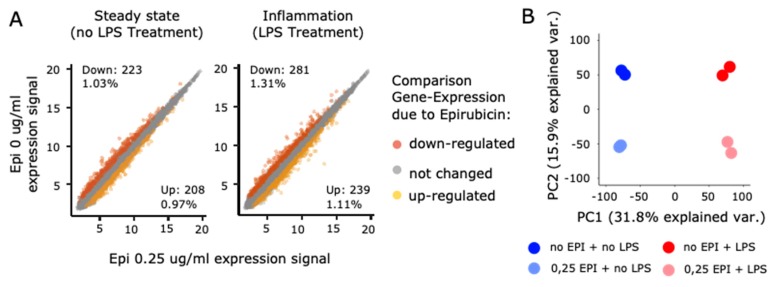

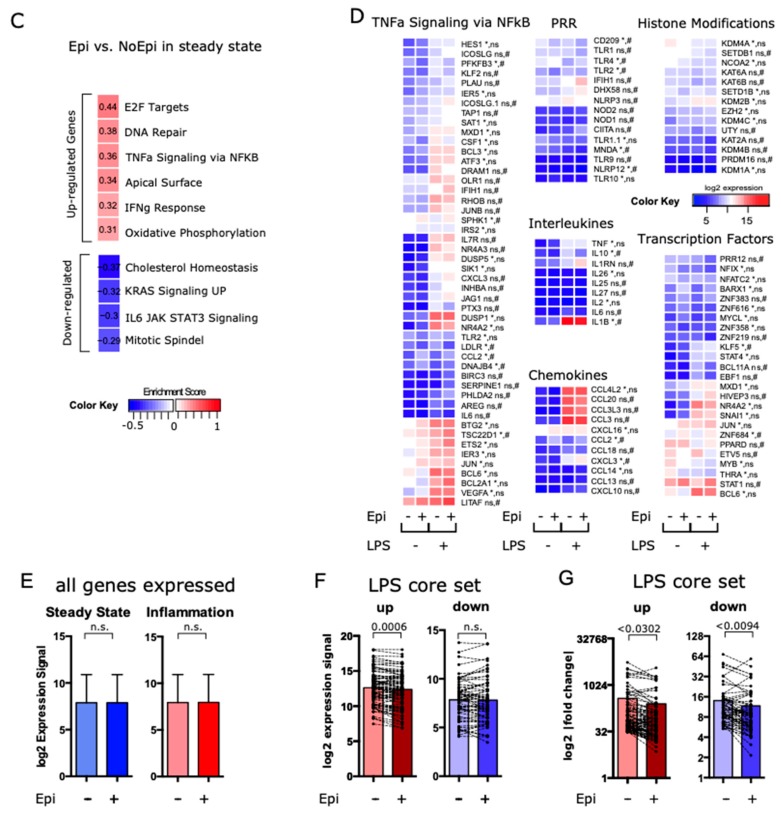
Epirubicin alters the gene expression patterns in THP-1. (**A**) Scatter plot of the expression signal of genes in the absence or presence of epirubicin. Upregulated genes (*p* < 0.01, fold change (FC) ≥ 2) are shown in yellow, while downregulated (*p* < 0.01, FC ≤ –2) genes are depicted in orange. (**B**) Unsupervised principle component analysis (PCA) showing the transcriptome differences between expression microarray data of epirubicin or LPS-treated THP-1. The percentages of the total variation that are accounted for by the 1st and 2nd principle components are shown. (**C**) Pathways with highest enrichment scores revealed by gene set enrichment analysis (GSEA) of genes in steady state conditions shown with enrichment score. (**D**) Representative heatmaps of genes regulated by epirubicin shown in their relation to pathways or gene families. Significant differences after epirubicin are indicated by * in absence of LPS and by # in presence of LPS. (**E**–**G**) Expression signals of (**E**) all expressed genes (mean and SD) and (**F**,**G**) genes of the LPS core set (FC ≥ 30 or FC ≤ −5, FDR ≤ 0.0001) in absence or presence of epirubicin priming and treatment with LPS are shown. Statistical test (**E**–**G**) Paired *t*-test, n.s. not significant.

**Figure 6:**
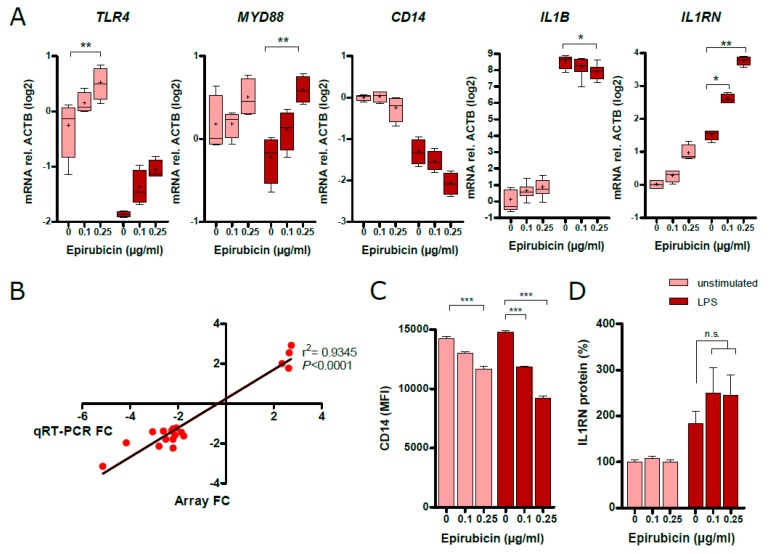
Validation of microarray data. (**A**) Quantitative real-time PCR (q-RT-PCR)-based gene expression analysis of *TLR4*, *MYD88*, *CD14*, *IL1B*, and *IL1RN* of PMA-activated, epirubicin-treated THP-1 in the presence or absence of LPS (100 ng/mL, 3 h). Results were measured in duplicates in 4 independent experiments, and were normalized to ACTB and depicted in log2 scale. (**B**) Correlation of fold changes obtained from microarray (Array FC) with fold changes obtained from qRT-PCR of 18 genes from LPS core set genes. FC: fold change. (**C**) FACS analysis in mean fluorescence intensity (MFI), indicating the surface expression of CD14 on PMA-activated, epirubicin-treated THP-1 in the presence or absence of LPS (100 ng/mL, 3 h). Results were measured in duplicates in 3 independent experiments, shown as means ± SEM. (**D**) Release of IL1RN protein (IL-1RA) from PMA-activated, epirubicin-treated THP-1 in the presence or absence of LPS (100 ng/mL, 3 h). Results shown represent means ± SEM from 3 independent assays. Statistical tests: (**A**,**C**,**D**) one-way ANOVA with Bonferroni correction, (**B**) linear regression analysis; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 7:**
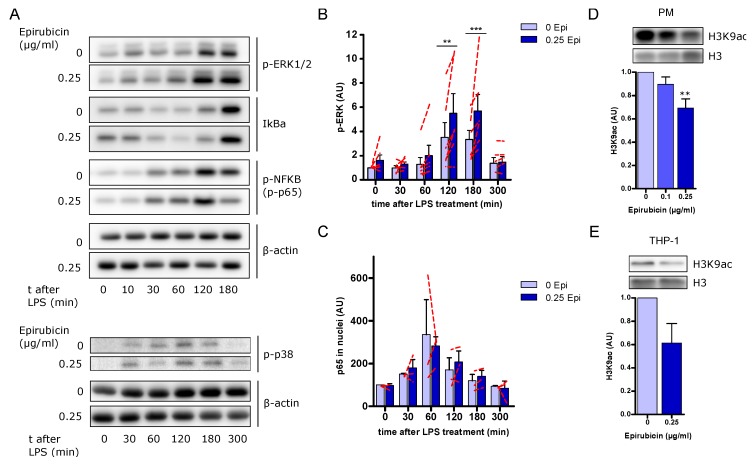
Effects of low-dose epirubicinon cell signaling and histone modifications. (**A**) Representative immunoblots for p-ERK1/2, p-p38, IκBa, and p-p65 in whole cell lysates of PMA-primed, epirubicin-treated THP-1 minutes after LPS treatment. Here, β-actin was used as a loading control. (**B**) Quantitative analysis of p-ERK1/2 protein bands by densitometry using ImageJ software from the whole cell lysate western blots (*n* = 6). Arbitrary units (AU) normalized on the expression of the β-actin. Dashed red lines indicate the results from each experiment. Data shown as mean ± SEM. (**C**) Quantitative analysis of p65 protein bands by densitometry using ImageJ software from nuclei protein western blots (*n* = 3). Arbitrary units (AU) normalized on the expression of the H3 in nuclei. Dashed red lines indicate the results from each experiment. Data shown as mean ± SEM. (**D**,**E**) Representative immunoblot of H3K9ac and quantitative analysis of PM (**D**) or THP-1 (**E**) in response to epirubicin (*n* = 3 each). Immunodetection of H3 was used as loading control. Statistical analysis: two-way ANOVA (**B**), one-way ANOVA (**D**), or paired *t*-test (**E**); ** *p* < 0.01, *** *p* < 0.001.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/1/79/s1. Figure S1: Low-dose epirubicin suppresses the release of bioactive IL-1β. Figure S2: Low-dose epirubicin does not affect LPS/ATP-mediated pyroptosis. Figure S3: Low-dose epirubicin does not affect LPS/ATP-mediated pyroptosis in presence of autophagy inhibitors. Figure S4: Interindividual variability of TNF-α and IL-1β release from primary macrophages. Figure S5: Gating strategy and representative plots of intracellular TNF-staining of PMA-activated THP-1 after LPS treatment. Figure S6: The frequency of TNF-producing LPS-treated PMA-activated THP-1 does not change after incubation with epirubicin. Figure S7: Validation of 18 LPS core set genes from microarray. Figure S8: Effects of low-dose epirubicin on phospho-p38 (Thr180/Tyr182) and phospho-NF-kB-p65 (Ser536) in THP1 cells. Figure S9: Representative immunoblot of the p65 subunit of NFkB in the nuclear fraction of THP-1 cells in absence or presence of epirubicin at 0.25 µg/mL.; Table S1: List of primers used in qRT-PCR. Table S2: Array all data. Table S3: GSEA Pathways in steady state. Table S4: LPS core genes.

# Supplementary material for: Transcriptional Suppression of the NLRP3 Inflammasome and Cytokine Release in Primary Macrophages by Low-Dose Anthracyclines
**Source:** Cells. 2019 Dec 28;9(1):79. doi: 10.3390/cells9010079
**Supplement:** Supplementary file 1

Supplementary Materials for

Transcriptional Suppression of the NLRP3 Inflammasome and Cytokine Release in Primary Macrophages by Low-Dose Anthracyclines

Nilay Köse-Vogel ¹, Sven Stengel ¹, Elena Gardey ¹, Tatiana Kirchberger-Tolstik ¹, Philipp A. Reuken ¹, Andreas Stallmach ¹ and Tony Bruns ^{1,2,3,*}

Supplementary Materials: The following are available online at www.mdpi.com/xxx/s1, Figure S1: Low-dose epirubicin suppresses the release of bioactive IL-1 β , Figure S2: Low-dose epirubicin does not affect LPS/ATP-mediated pyroptosis. Figure S3: Low-dose epirubicin does not affect LPS/ATP-mediated pyroptosis in presence of autophagy inhibitors. Figure S4: Interindividual variability of TNF- α and IL-1 β release from primary macrophages. Figure S5: Gating strategy and representative plots of intracellular TNF-staining of PMA-activated THP-1 after LPS treatment. Figure S6: The frequency of TNF-producing LPS-treated PMA-activated THP-1 does not change after incubation with epirubicin. Figure S7: Validation of 18 LPS core set genes from microarray. Figure S8: Effects of low-dose epirubicin on Phospho-p38 (Thr180/Tyr182) and Phospho-NF- κ B-p65 (Ser536) in THP1 cells. Figure S9: Representative immunoblot of the p65 subunit of NF κ B in the nuclear fraction of THP-1 cells in absence or presence of epirubicin at 0.25 μ g/ml. Table S1: List of primers used in qRT-PCR, S2: Array all data, Table S3: GSEA Pathways in Steady state, Table S4: LPS Core Genes

This file includes: Supplementary Figures S1 to S9 and Table S1

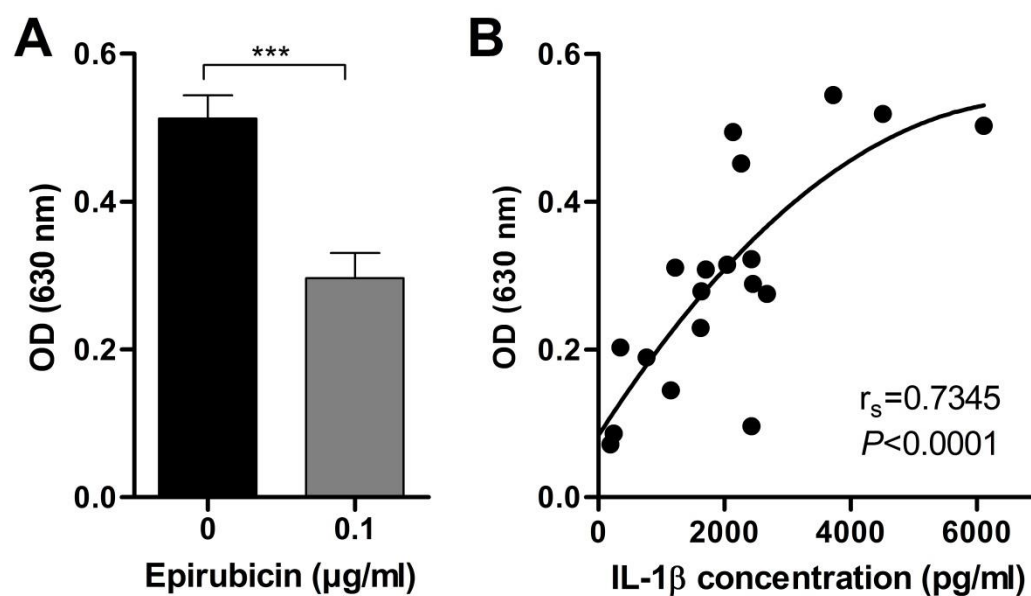

Figure S1: Low-dose epirubicin suppresses the release of bioactive IL-1 β . (A) Release of mature IL-1 β from peritoneal macrophages (PM) PMs as OD values from HEK-Blue IL-1 β reporter assay. (B) Correlation analysis of IL-1 β concentration of 0.1 μ g/ml epirubicin pretreated cells, from ELISA and OD values from HEK-Blue IL-1 β reporter assay. Results shown represent 19 independent experiments (Cells from 19 different patients). Statistical analysis: Wilcoxon signed rank test (A) Spearman's rank correlation (B). *** $P < 0.001$

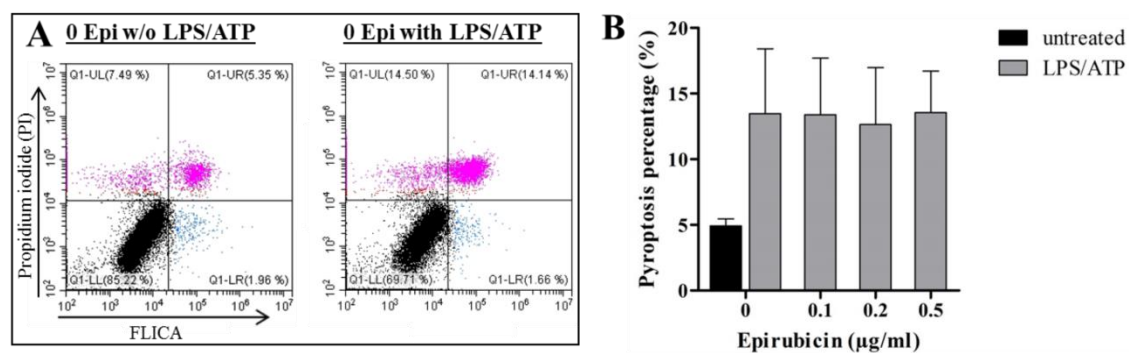

Figure S2: Low-dose epirubicin does not affect LPS/ATP-mediated pyroptosis. (A) Representative flow cytometry of FLICA/PI-stained primary peritoneal macrophages in absence or presence of NLRP3 activation with LPS/ATP. (B) Pyroptotic cells (FLICA+PI+) were quantified after incubation with increasing concentrations of epirubicin (Epi). Results represent means $\pm$ SEM from 4 independent patients.

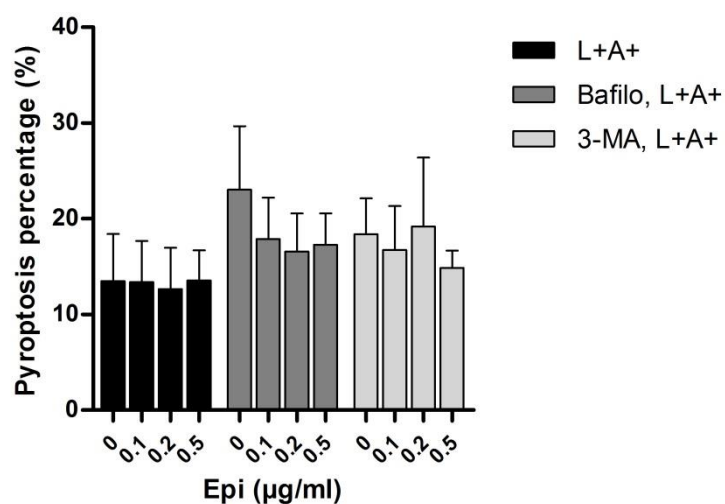

Figure S3: Low-dose epirubicin does not affect LPS/ATP-mediated pyroptosis in presence of autophagy inhibitors. Autophagy was inhibited by 300 nM bafilomycin and 10 mM 3-MA for 4 h. Pyroptosis was determined by flow cytometry (FLICA+PI+). Results represent means $\pm$ SEM from 4 independent experiments.

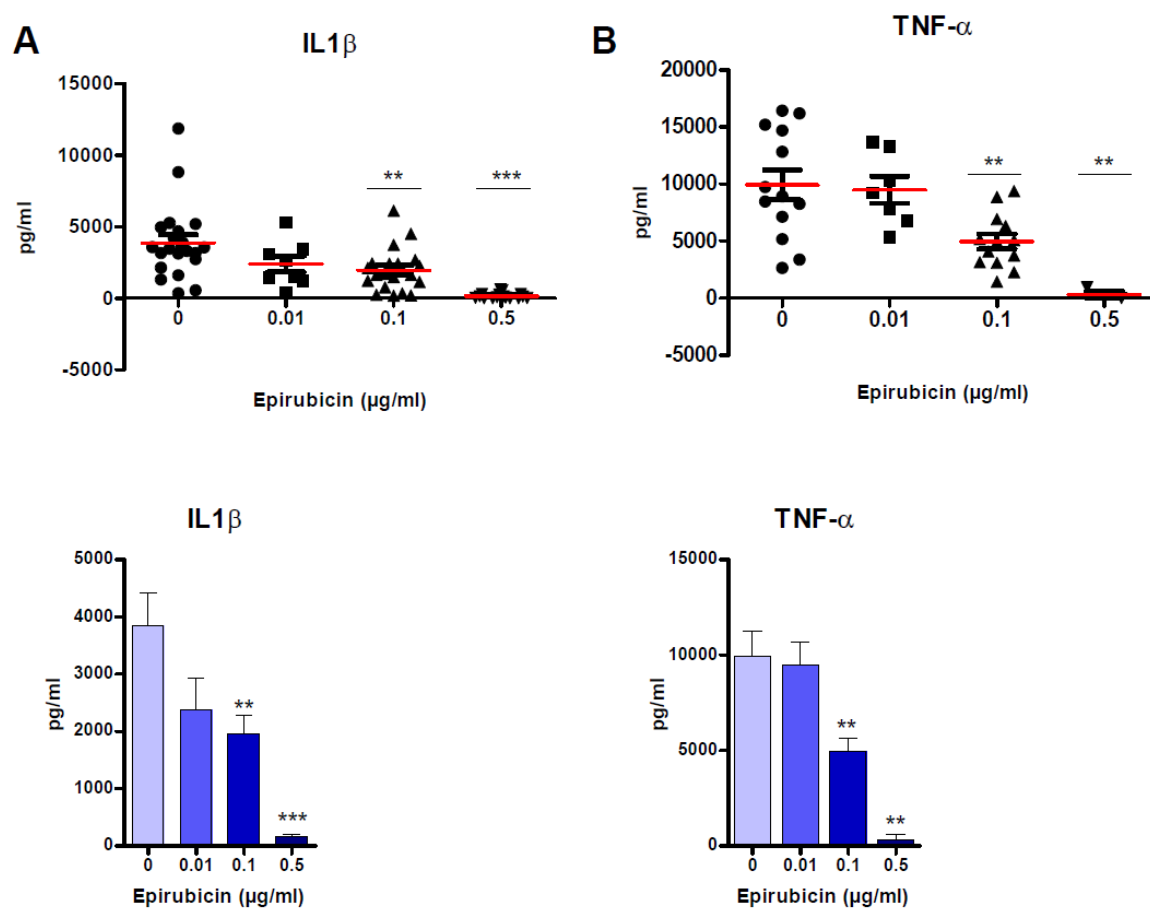

Figure S4: Interindividual variability of TNF- α and IL-1 β release from primary macrophages. (A) IL-1 β and (B) TNF- α release from primary peritoneal macrophages into cell culture supernatant. PM were incubated with increasing doses of epirubicin for 24 h and subsequently stimulated with LPS/ATP. Supernatants were analyzed by ELISA. Data are given as scatter plots (top panels) and bar charts (bottom) indicating means with S.E.M.. Statistical analysis: One-way ANOVA with Tukey's multiple comparison test. **P<0.01, *** P<0.001

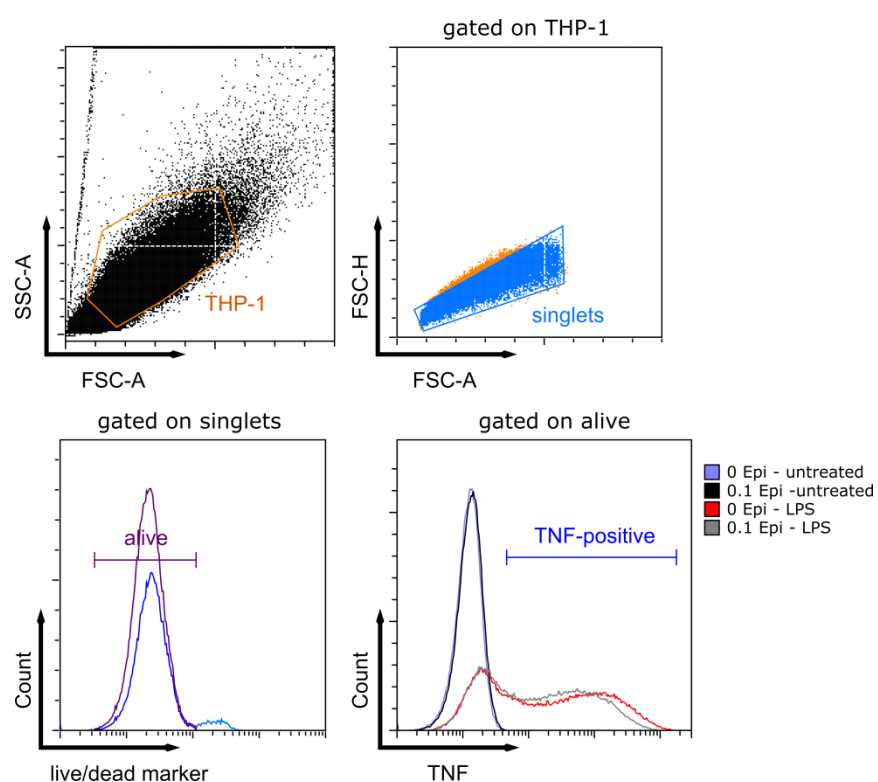

Figure S5: Gating strategy and representative plots of intracellular TNF-staining of PMA-activated THP-1 after LPS treatment

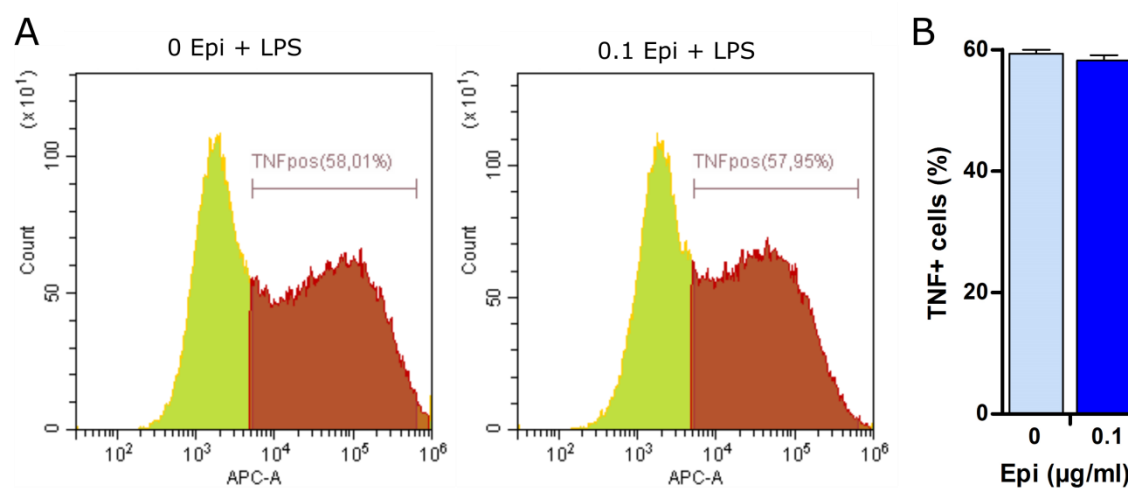

Figure S6: The frequency of TNF-producing LPS-treated PMA-activated THP-1 does not change after incubation with epirubicin. (A) Representative flow cytometry histograms of TNF positive (TNFpos) cells in absence or presence of treatment with epirubicin at 0.1 $\mu\text{g/ml}$. (B) Percentage of TNF+ cells determined after intracellular staining of TNF-alpha. Results shown represent means $\pm$ SEM from 3 independent assays.

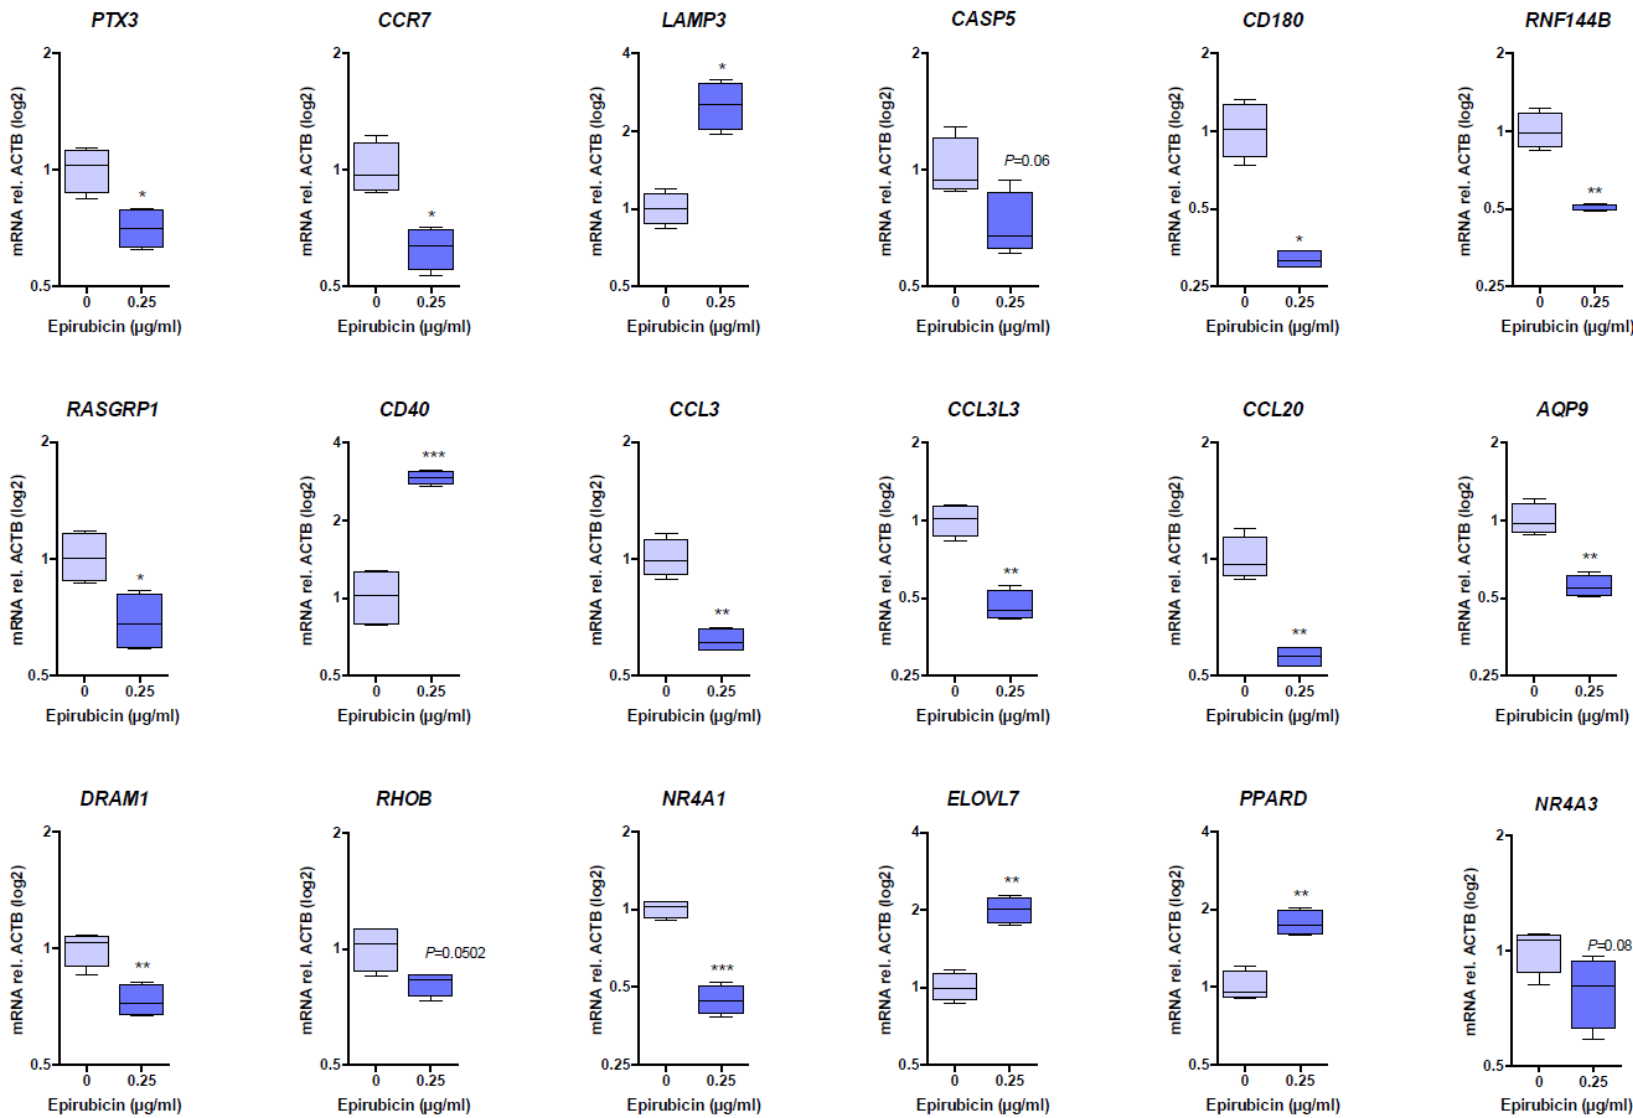

3

4

5

6

7

8

Figure S7: Validation of 18 LPS core set genes from microarray. Quantitative real time PCR (q-RT-PCR) based gene expression analysis of 18 genes from LPS core set PMA-activated, epirubicin treated THP-1 in the presence of LPS (100 ng/ml, 3 h). Results were measured in duplicates in 4 independent experiments, and were normalized to ACTB, and depicted in log2 scale. Statistical test: t-test with Welch correction. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$

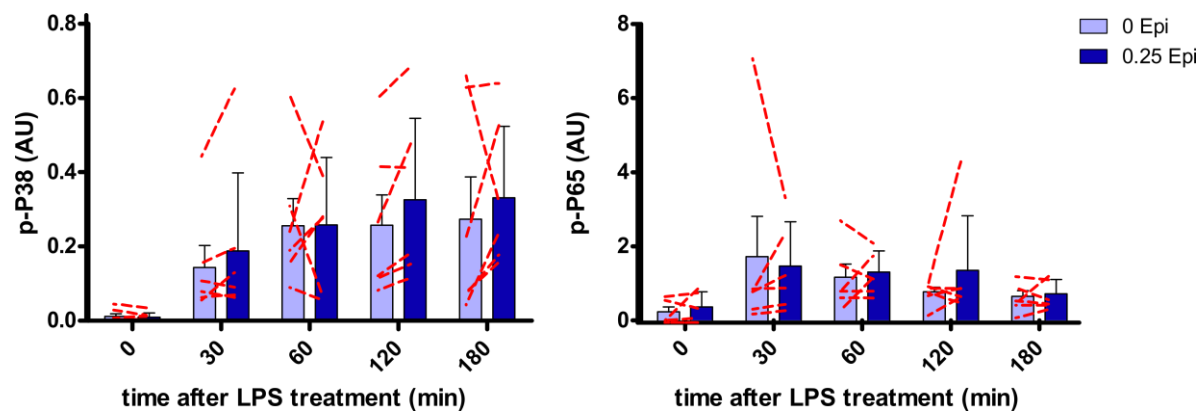

Figure S8: Effects of low-dose epirubicin on Phospho-p38 (Thr180/Tyr182) and Phospho-NF-kB-p65 (Ser536). Total Protein from cell lysates (n=6) were analysed for the expression of Phospho-p38 or Phospho-NF-kB-p65 by Western blot. Quantitative analysis of specific protein bands was performed by densitometry using ImageJ software and target protein amounts were normalized against β -Actin expression. Arbitrary units (AU) of normalized target protein amounts. Data shown in mean $\pm$ SEM.

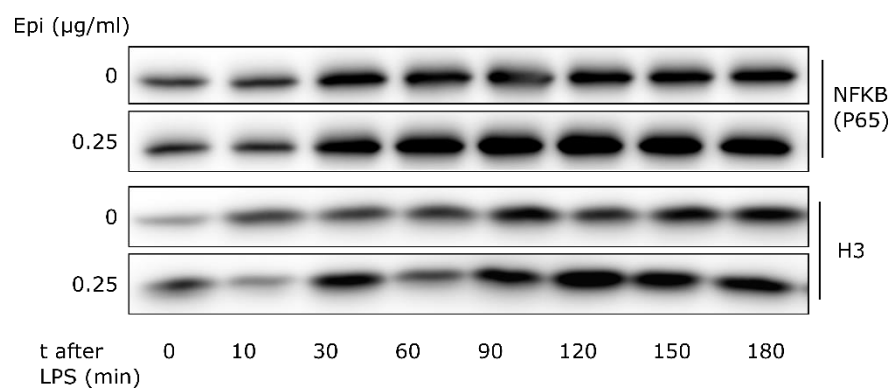

Figure S9: Representative immunoblot of the p65 subunit of NFkB in the nuclear fraction of THP-1 cells in absence or presence of epirubicin at 0.25 µg/ml. Cells were subsequently treated with 100 ng/ml LPS. H3 served as a loading control.

Table S1: List of primers used in qRT-PCR

Gene	Nucleotide sequence in 5' to 3' direction
<i>ACTB</i>	F: CATGTACGTTGCTATCCAGGC<br>R: CTCCTTAATGTACGCACGAT
<i>AQP9</i>	F: ACTGCTGATCGTGGGAGAAAA<br>R: GCGTTCGCCAGAGATAGATACG
<i>CASP5</i>	F: GGTGAAAAACATGGGGAACTC<br>R: TGAAGAACAGAAAGCAATGAAGT
<i>CCL20</i>	F: TGCTGTACCAAGAGTTTGCTC<br>R: CGCACACAGACAACCTTTTCTTT
<i>CCL3</i>	F: GCAACCAGTTCTCTGCATCA<br>R: TGGCTGCTCGTCTCAAAGTA
<i>CCL3L3</i>	F: TCTGCAACCAGGTCCTCTCT<br>R: TTTCTGGACCCACTCCTCAC
<i>CCR7</i>	F: TGAGGTCACGGACGATTACAT<br>R: GTAGGCCACGAAACAAATGAT
<i>CD14</i>	F: AGAGGTTTCGGAAGACTTATCG<br>R: TCGGAGAAGTTGCAGACGC
<i>CD180</i>	F: ACTTCCCAGCACGGAATCTG<br>R: GTTCAGGCTTAGGTTGATGGC
<i>CD40</i>	F: GGCCAAGAAGCCAACCAATAA<br>R: GAAGATCGTCGGGAAAATTGAT
<i>DRAM1</i>	F: TGTCTGTGCTTCACTAATTTCCA<br>R: TCACAGATCGCACTCACTACG
<i>ELOVL7</i>	F: GGCCAGCCTACCAGAAGTAT<br>R: ATGATGCACGCAAAGACTGG
<i>IL1RN</i>	F: AAGATGTGCCTGTCCTGTGT<br>R: CGCTTGTCTGCTTTCTGTT
<i>LAMP3</i>	F: TGAAAACAACCGATGTCCAA<br>R: TCAGACGAGCACTCATCCAC
<i>MYD88</i>	F: GGATGGTGGTGGTTGTCTCT<br>R: TGCCTTGTA CTGATGGGGA
<i>NR4A1</i>	F: CACATTGTTGCCAAGACCTG<br>R: TGCTGGTGTCCCATATTGG
<i>NR4A3</i>	F: GAATCAGCCTTTTTGGAGCTGT<br>R: CATTGCAGAACACAACTTATCTTCA

<i>PPARD</i>	F: GTCACACAACGCTATCCGTTT<br>R: AGGCATTGTAGATGTGCTTGG
<i>PTX3</i>	F: TCTCTGGTCTGCAGTGTTGG<br>R: TGAAGAGCTTGTCCCATTCC
<i>RASGRP1</i>	F: GGCTCAAGGAGACAAGTTCG<br>R: GAAGTCGGTGCACTCTCCATA
<i>RHOB</i>	F: CGGACTCGCTGGAGAACA<br>R: GAGGTAGTCGTAGGCTTGGAT
<i>RNF144B</i>	F: CTGGTAGGCTCCACTATCTCG<br>R: GGGCAAGTGATGGGAGACC
<i>TLR4</i>	F: ACCTCCCCTTCTCAACCAAG<br>R: GGCTCTGATATGCCCCATCT

25

26

How the deposited data were processed for this re-analysis (not part of the article)

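The authors deposited log2 expression values for 8 Clariom S HT arrays of PMA-differentiated THP-1 cells, normalized together and called SST-RMA in the methods and RMA in the sample labels; the version is not given in the sources used here. These values were used as deposited, without further normalization. Raw array files were not used here. Rows of control probes were left out. Gene names come from the platform table, and for 103 probe sets from Tables S2 and S4, while 3636 probe sets have no single name and count only in totals, which leaves 17749 genes with a probe set.

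All 4 conditions were fitted in 1 model with limma (version 3.58.1, R 4.3.3), which gave the epirubicin effect without and with LPS, the LPS effect without and with epirubicin, and the difference of the LPS effects. The model has 4 residual degrees of freedom, and the moderated variance adds 4.25 prior degrees of freedom around a prior standard deviation of 0.300. Single-gene results and counts given with a mean-dependent prior variance come from an alternative that also estimated the prior robustly against outlying genes. These choices were not run apart. For gene lists, camera used the mean-dependent variance without the robust estimate. The paper's own threshold was kept for genes, while the difference of LPS effects was called at a Benjamini-Hochberg adjusted p of at most 0.05. Where a count is given as adjusted over the list alone, the adjustment covers only the members of that list.

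Tests, thresholds, gene lists and alternatives were fixed before the data were examined, except where a test is said to be chosen later. The fold changes printed in Tables S2 and S4 had been seen by then. Of 35 gene lists, 25 were put together by hand from general knowledge, and 10 are Hallmark sets shown in the paper, of which 1 is not reported here. The lists by hand cover the NLRP3 inflammasome, TLR signalling, NFκB subunits and inhibitors, cytokines, chemokines, immediate early genes, ERK feedback genes, type I interferon-stimulated genes, interferon-γ and antigen presentation, p53 targets, S phase, G2 and M phase, replication-dependent histones, cholesterol synthesis, histone-modifying enzymes, autophagy, double-strand break repair, ribosomal proteins, apoptosis regulators, macrophage differentiation, undifferentiated THP-1 cells, fibroblast and epithelial cells, lymphocytes, the qRT-PCR genes and genes named in the article. Lists were tested with camera, and with an estimated correlation, fry and preranked GSEA (fgsea 1.28.0) as alternatives. Core genes are those of Table S4, tested with fry and adjusted over 4 comparisons.

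Named genes follow a rule: those named in the article or measured by qRT-PCR, the 12 largest rises and falls per epirubicin comparison and the 10 largest for LPS and for the difference of LPS effects, and up to 4 members of each list with the smallest p-values. Largest is judged among genes with an unadjusted p of at most 0.01 and a mean log2 value of at least 6 in the higher condition, with genes at an adjusted p of at most 0.05 placed first. Other list members are named where the count of calls is small. Tables were handled with data.table 1.17.8, and figures drawn with Python 3.11.15 and matplotlib 3.10.9.

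The whole analysis was also run on simulated arrays with known changes. Changes of 2-fold under LPS were called in 38% of genes and changes of 4-fold in 94%, all in the right direction, while a differing LPS response of 8-fold was called in 42%. A shift of 0.5 planted in the S phase list was recovered as 0.576 and 0.504. Over 40 repeats without any change in the core genes, 1 of the 4 core comparisons was called once and the others never. The simulated arrays had no LPS effect, genes independent of each other, and core genes fixed beforehand. These rates therefore do not cover the choice of core genes on the arrays or correlated genes. In a single run with a shift of −0.4 planted only in the induced core genes, the response of the reduced core genes came out at 0.207 (adjusted p = 0.0341), a false call. Over 40 further runs of this kind the reduced response was falsely called in 6 (15%), with values from −0.10 to 0.21, and the reduced level in 4 (10%), so that calls for the reduced core genes carry less weight. These runs were added after the results were seen.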

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

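The tests of single genes and of gene lists, with their alternatives, were planned. So were the test of the core set on the epirubicin-treated arrays, of its level before LPS and of background signal, and the choice of genes on 1 duplicate. The other tests of explanations in this part were chosen after the result was seen.

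Genes that LPS induces responded less with epirubicin (mean difference of the LPS responses −0.70), and genes that LPS reduces were lowered less (0.34), a difference between groups. Selection on the arrays without epirubicin could produce both: in 80 induced genes chosen on the epirubicin-treated arrays the difference was −0.0014 (standard error 0.066), but in 85 chosen on both arms it was −0.364 (standard error 0.072), which argues against selection as the whole cause for the induced genes. For the reduced genes the call was lost in genes chosen on both arms. In those chosen on the epirubicin-treated arrays the difference turned negative (−0.51), so that selection is not excluded for them. In the same 85 genes the level under LPS differed by −0.016 (standard error 0.051) and the level before LPS by 0.348 (standard error 0.051), so that for them the smaller response may come from a higher starting level, while in the Table S4 genes the level under LPS was also lower (−0.226, standard error 0.058). Signals near background before LPS are not the whole cause, since 34 core genes with log2 values of at least 6 on every array without LPS had −0.522 (standard error 0.048). The smaller response and the higher level before LPS thus appear in both sets and the lower level under LPS only in the Table S4 genes. Genes chosen on 1 duplicate kept the lower level on the other (−0.15 and −0.17), but they were also chosen on arrays without epirubicin alone. This choice therefore cannot decide on selection.

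The type I interferon-stimulated genes responded more to LPS with epirubicin (mean difference 0.53, adjusted p = 6.1e-07 from camera), a difference between groups. This difference was not called with an estimated correlation (adjusted p = 0.348) or by fry (adjusted p = 0.154). The values that follow are for the level under LPS and do not test the difference of responses. No single array carries their higher level under LPS, since the lowest list mean without 1 of the arrays with LPS was 0.640 (standard error 0.107). Correlated noise between the genes is not excluded: camera with a correlation estimated from the arrays gave an adjusted p of 0.216 (3.7e-14 to 0.216 over the alternatives). This value cannot decide it. The immediate early genes had the same adjusted p at an estimated correlation of 0.0041, against 0.138 for the interferon-stimulated genes. A rise of interferon β transcript might be upstream: IFNB1 had a log2 fold change of 0.93 (standard error 0.317, adjusted p = 0.346), with all arrays at log2 values of 2.88 to 4.38, below the expression filter, which leaves this undecided.

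In the model used throughout, FSTL3 had the only LPS response that differed with epirubicin at an adjusted p of at most 0.05, against 45 genes with a mean-dependent prior variance (difference 5.19, standard error 0.42, adjusted p = 0.030), a difference between groups. Its log2 values were 4.71 and 4.93 untreated, 7.44 and 6.94 with LPS, 4.57 and 5.07 with epirubicin, and 12.18 and 12.58 with both. No single array carries it, since the lowest value without 1 array was 4.94 (standard error 0.424), although the adjusted p then rose to 0.0962 to 0.374. A change of the whole neighbourhood may contribute: the 6 nearest measured genes in RefSeq (assembly GRCh38.p14) had a median difference of 0.864 (standard error 0.252), as high as in 11 of 17600 genes (0.0625%), but far below that of FSTL3.

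Further lists differed in their LPS response with epirubicin, a difference between groups. The immediate early genes had a mean difference of −0.73 (adjusted p = 1.3e-08, and adjusted p = 0.0934 with an estimated correlation). LPS raised them by a mean of 4.29 without epirubicin and 3.56 with it. The S phase genes had −0.61 (adjusted p = 9.9e-09, and adjusted p = 0.151 with an estimated correlation). These genes fell with LPS, by a mean of −0.51 without epirubicin and −1.12 with it. Epirubicin shifted them by 0.58 before LPS and −0.02 under LPS, so that the difference restates their higher level before LPS. The Hallmark E2F targets had −0.29 (adjusted p = 2.9e-04, and adjusted p = 0.154 with an estimated correlation), with mean LPS changes of −0.21 without epirubicin and −0.49 with it. The Hallmark interferon-γ genes had 0.21 (adjusted p = 0.0251, and adjusted p = 0.373 with an estimated correlation), a call that ends without untreated duplicate 2 (0.226) and without 3 other arrays (0.0049 to 0.226 without 1 array). The qRT-PCR genes, chosen by the study on these samples, had −0.74 (adjusted p = 1.8e-05, and adjusted p = 0.119 with an estimated correlation). Of the lists in this paragraph, fry called only the immediate early and the qRT-PCR genes (adjusted p = 0.0070 each). The S phase genes had 0.0953 with fry.

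Signals in lists the paper did not discuss came up as well. Of these lists, fry called only the immediate early genes, without LPS (adjusted p = 0.0278) and with it (adjusted p = 0.0403). Without LPS, the immediate early genes were higher by a mean of 0.42 (adjusted p = 5.3e-04, and adjusted p = 0.175 with an estimated correlation), and with LPS lower by −0.30 (adjusted p = 0.0093, and adjusted p = 0.216 with an estimated correlation), which is not called without LPS duplicate 1 (0.0951). Cholesterol synthesis genes were lower by −0.45 without LPS (adjusted p = 5.3e-04, and adjusted p = 0.385 with an estimated correlation) and by −0.37 with LPS (adjusted p = 0.0093, and adjusted p = 0.289 with an estimated correlation), the latter not called without LPS duplicate 1 (0.0698) or epirubicin with LPS duplicate 1 (0.0508). With LPS, G2 and M phase genes had −0.35 (adjusted p = 4.4e-04, and adjusted p = 0.289 with an estimated correlation) and replication-dependent histone genes −0.33 (adjusted p = 2.9e-05, and adjusted p = 0.391 with an estimated correlation). Markers of undifferentiated THP-1 cells had −0.35 with LPS (adjusted p = 0.0260, and adjusted p = 0.289 with an estimated correlation), not called without LPS duplicate 1 (0.0698), without epirubicin with LPS duplicate 1 (0.224), or with the expression filter (0.169).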

How the results depend on the processing

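The alternatives in this part were planned, except 1 that is named below as chosen after seeing the data.

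The counts of genes changed by epirubicin kept their size at the paper's threshold, 356 to 525 without LPS and 445 to 605 with LPS over the alternatives. At an adjusted p of 0.05 and 2-fold they were 3 and 22, but 182 and 268 when a mean-dependent prior variance was used as well, an alternative chosen after seeing the data. For genes, the fit with a mean-dependent prior variance also estimated the prior robustly, and these choices were not run apart. The number of genes whose LPS response differs with epirubicin was 1, but 45 with a mean-dependent prior variance (23 up, 22 down) and 0 to 0 without 1 array in turn. The induced core set held 11 genes in the fit of the arrays compared alone and 28 to 75 without 1 array. The reduced core set held 0 in that fit, 164 with a mean-dependent prior variance and 0 to 6 without 1 array. Fewer arrays leave fewer degrees of freedom; otherwise the cause was not tested.

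With the duplicate number as a block, 483 and 573 genes passed without and with LPS, 0 genes differed in their LPS response (FSTL3 at an adjusted p of 0.107) and 5 were in the reduced core set. All 4 core comparisons stayed on their side of the threshold (adjusted p = 0.0469, 0.518, 0.0144 and 0.0193). The values of duplicates with the same number correlated at −0.009 to 0.023 after removing condition means.

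Of 116 named gene calls, 66 held without each array in turn. Reversals touched genes near 0: without LPS, RELA was 0.016 after quantile normalization and −0.15 to 0.14 without 1 array, TLR1 −0.25 to 0.12, IL6 −0.52 to 0.15 and KAT2A −0.17 to 0.47.

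Among lists, every epirubicin call of camera was lost with an estimated correlation: the Hallmark E2F targets without LPS had an adjusted p of 0.175, and the Hallmark interferon-γ genes and the interferon-stimulated genes with LPS 0.216 each. That setting called 0 of 35 lists in either comparison, also where the estimate lay below the preset 0.01, as for the immediate early genes (0.0041). These losses therefore do not show correlation between genes, although some estimates lay far above the preset, such as 0.199 for the histone genes. Fry kept 1 of camera's 4 calls without LPS, 5 of 10 with LPS and 2 of 6 for the difference of LPS responses. With fry the S phase genes without LPS had an adjusted p of 0.0524 and the interferon-stimulated genes with LPS 0.0358. The E2F targets had 0.0764 with fry and 3.8e-05 to 0.0549 without 1 array. The Hallmark genes of TNF signalling without LPS were called with a mean-dependent prior variance (0.0154) and by preranked GSEA (1.7e-04), with 0.0110 to 0.399 without 1 array. Histone-modifying enzymes without LPS changed sign with a mean-dependent prior variance (0.972), the expression filter (0.935), quantile normalization (0.961), median centring (0.995) and fry (0.996), and without 1 array had 0.764 to 0.987, and 0.114 to 0.976 with LPS. ERK feedback genes with LPS changed sign in the fit of those arrays alone (0.973), with a mean-dependent prior variance (0.988), quantile normalization (0.980) and median centring (0.998), with 0.660 to 0.993 without 1 array. The TLR list with LPS had 0.635 to 0.984 without 1 array. The causes were not tested.

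The core comparisons depend on how the genes were chosen. With genes chosen on the epirubicin-treated arrays, the induced level under LPS was 0.19 (adjusted p = 0.0095) and the reduced level −0.54, the induced response −0.0014 and the reduced response −0.51. With genes chosen on both arms, the induced level was −0.016 and the reduced response 0.042, while the induced response kept its call at −0.36. Chosen on duplicate 1 and measured on duplicate 2, the induced level was −0.15, the induced response −0.46 and the reduced response 0.26; the other way round the induced level was −0.17, the reduced level −0.086, the induced response −0.60 and the reduced response 0.14. Without 1 array, the induced level was −0.26 to −0.19, the reduced level −0.062 to 0.029 and the reduced response 0.29 to 0.38. The paired test over genes in the legend of Figure 5 and camera kept every call. So did the set derived here, which shares 81 of its 87 induced genes with Table S4 and is not independent of it. The median changed only the printed value and not the test, so that it could not lose a call.

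The difference of the means of all probe sets without LPS turned from −0.0037 to 0.0205 with the expression filter and to 0.0061 with the median. The principal components held 60.5% and 10.7% with centring alone, and 44.2% and 16.7% with the expression filter. Of 21448 probe sets, 11390 pass this filter, and changes in genes below it are limited by background signal.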

Differences from the paper's values

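No test in this part was chosen after the result was seen.

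The paper reports 63 genes reduced by LPS in the core set, and 26 were found here at the same thresholds. All 26 are among the 63, of which 61 pass the fold threshold here, so that the adjusted p makes the difference. The averages printed in Table S4 have medians 0.291 to 0.333 below the deposited values, with single differences up to 1.57, so that the table does not rest on exactly the values used here; whether this is the cause was not tested. Every alternative also differs from 63: 0 in the fit of the untreated and LPS arrays alone, 5 with the duplicate block, 164 with a mean-dependent prior variance, 33 with the expression filter, 25 with quantile normalization, 25 with median centring, 32 with 1 probe set per gene, and 0 to 6 without 1 array.

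For the Hallmark DNA repair genes without LPS the enrichment score is 0.326 here (jackknife error 0.0417), and about 0.38 in Figure 5C. Without untreated duplicate 1 it is 0.338, just within the jackknife error of the paper's value. It is 0.294 with the expression filter, 0.311 with quantile normalization and 0.323 with median centring (0.281 to 0.338 over all alternatives). No error is known for the reading of the figure. The cause was not tested.

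Figure 5D marks genes that change with epirubicin; 110 gene names were read from it by eye, and 100 have a probe set of that name here. The paper marks 53 of these without LPS and 62 with LPS, a gene counting as marked if it is so in any part of the figure. At an unadjusted p of at most 0.05 from limma, the level the methods give for significance, 44 of the 53 and 53 of the 62 pass here, and 5 of the 47 and 4 of the 38 unmarked genes do. At the stricter threshold used for genes elsewhere in the added text (0.01 and 2-fold), 26 of the 53 pass without LPS and 29 of the 62 with LPS. IL1B without LPS is higher here, with a log2 fold change of 0.38, and at this stricter threshold no setting calls IL1B, NLRP3, KDM4A, KAT6A, MYD88 or TLR1 in either comparison. TLR2 without LPS passes in the fit of those arrays alone, with the duplicate block, the expression filter, quantile normalization, median centring and 1 probe set per gene, and without either array given epirubicin and LPS. TLR2 with LPS passes without epirubicin with LPS duplicate 2, IL6 with LPS passes with a mean-dependent prior variance and without the same array, and IL10 without LPS passes without untreated duplicate 1. CCL20 with LPS passes in the fit of the LPS arrays alone, with a mean-dependent prior variance, and without either array given epirubicin alone.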

Other observations

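The tests of gene length, p53 target genes and ERK feedback genes in this part were written before the result was seen.

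Without LPS, SPP1, which encodes osteopontin, fell by 1.22 with epirubicin, and FABP4, a fatty acid carrier, by 1.02, beside C1QC and CD209, while the other 34 of 38 macrophage differentiation genes did not pass and the list did not shift as a whole (mean −0.20, adjusted p = 0.230). Among 23 cholesterol synthesis genes DHCR7 and CYP51A1, enzymes of late sterol synthesis, fell by 1.65 and 1.15, and FADS2, a fatty acid desaturase, by 1.76. Of 62 histone genes, H2AC6 rose by 1.03 and 4 fell, H2BC1 most, by 1.43 (mean −0.16, adjusted p = 0.0645). Of 53 G2 and M phase genes, PLK1, KIF20A and HMMR fell (mean −0.10, adjusted p = 0.375), and of 18 markers of undifferentiated THP-1 cells, SERPINB10, MYB and GATA2 fell (mean −0.23, adjusted p = 0.225). The adjusted p-values of these single genes were above 0.05, although with a mean-dependent prior variance SPP1 (4.4e-07), C1QC (0.0015), MYB (0.0023), FADS2 (0.0045), PLK1 (0.0244), SERPINB10 (0.0383), CD209 (0.0387) and H2AC6 (0.0454) were below it. Most calls ended without 1 array, such as FABP4 (−0.71), CYP51A1 (−0.62) and DHCR7 (−1.02) without epirubicin duplicate 1, and GATA2 (−0.67) without untreated duplicate 1, while those of SPP1, C1QC and H2BC1 held.

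Under LPS, SPP1 fell by 1.75 (standard error 0.23, adjusted p = 0.0483) and C1QC by 2.60 (standard error 0.46, adjusted p = 0.105), and of the macrophage differentiation genes CD9 rose and 4 fell (mean −0.27, adjusted p = 0.0568). Of 62 histone genes, 5 fell and the other 57 did not pass: H1-3 by 2.15 (standard error 0.30, adjusted p = 0.0579), H1-4 by 1.57, H2BC14, H1-5 and H3C15. CTSG, the protease cathepsin G of immature myeloid cells, fell by 1.75 (standard error 0.34, adjusted p = 0.126). KLF2, a transcription factor that restrains inflammation, fell by 1.36 (standard error 0.27, adjusted p = 0.136). BCL2L11, a promoter of cell death, was the only call among 28 apoptosis regulators, with a log2 fold change of 1.05 (mean 0.21, adjusted p = 0.0900), lost without LPS duplicate 2 (0.90).

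Topoisomerase II inhibition can lower long genes. Spearman's rho between genomic length and log2 fold change was −0.034 without LPS and 0.016 with LPS over 9790 genes. The standard error was 0.010 with genes taken as independent. Both values argue against a lowering of the size set beforehand. The weak correlation without LPS still had the direction of such a lowering. The 32 p53 target genes had a mean of 0.156 without LPS (standard error 0.052, adjusted p = 0.219), which lies below the 0.25 set for a p53-type response by less than 2 standard errors, so that the test did not decide. Under LPS they had 0.20 (adjusted p = 0.143), with SESN2, GADD45A and TP53INP1 up, of which SESN2 was not called without LPS duplicate 2 (1.15), GADD45A not without LPS duplicate 1 (0.90) and TP53INP1 not without each of the LPS-treated arrays. The 20 ERK feedback genes had −0.063 under LPS (standard error 0.141, median 0.01, adjusted p = 0.993), with ETV5 down, which did not decide on ERK activity; without LPS they had 0.00 (adjusted p = 0.972), with DUSP5 up and ETV5 down.

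By camera, the remaining lists put together by hand had no shift past the test, except the genes named in the article. Without LPS, the type I interferon-stimulated genes had a mean of 0.17 (adjusted p = 0.142), the interferon-γ and antigen presentation genes 0.15 (adjusted p = 0.219), 31 genes of double-strand break repair 0.15 (adjusted p = 0.375), and 43 autophagy genes 0.02 (adjusted p = 0.972). With LPS, double-strand break repair had −0.11 (adjusted p = 0.514), autophagy 0.03 (adjusted p = 0.973) and the S phase genes −0.02 (adjusted p = 0.973). The 28 apoptosis regulators had −0.09 without LPS (adjusted p = 0.754). The 16 lymphocyte genes had −0.16 and −0.28 (adjusted p = 0.507 and 0.116), and the 17 fibroblast and epithelial genes 0.00 and 0.05 (adjusted p = 0.934 and 0.973). The 14 genes named in the article, chosen by the study on these samples, had −0.44 with LPS (adjusted p = 0.0093, and adjusted p = 0.216 with an estimated correlation).

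Of the other Hallmark sets without LPS, the interferon-γ response had a mean of 0.09 (adjusted p = 0.225), oxidative phosphorylation 0.12 (adjusted p = 0.0587), cholesterol homeostasis −0.12 (adjusted p = 0.225) and apical surface 0.03 (median −0.01, adjusted p = 0.934). The mitotic spindle set had −0.06 (adjusted p = 0.375). With LPS, the E2F targets had −0.07 (adjusted p = 0.684), DNA repair 0.01 (adjusted p = 0.973), oxidative phosphorylation 0.03 (adjusted p = 0.715), cholesterol homeostasis −0.17 (adjusted p = 0.102) and apical surface 0.01 (adjusted p = 0.884). The mitotic spindle set had −0.10 (adjusted p = 0.205).

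Preranked GSEA, which permutes genes, called some lists that camera did not. Without LPS these include the type I interferon-stimulated genes (adjusted p = 0.0253), the histone genes (0.0487), and the Hallmark sets of the interferon-γ response (0.0349) and oxidative phosphorylation (0.0086). With LPS they include macrophage differentiation (7.7e-04), the lymphocyte genes (0.0337), Hallmark cholesterol homeostasis (0.0209) and the Hallmark mitotic spindle (0.0222).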
